# Multi-omics reveals mitochondrial metabolism proteins susceptible for drug discovery in AML

**DOI:** 10.1038/s41375-022-01518-z

**Published:** 2022-02-17

**Authors:** Mika Caplan, Karli J. Wittorf, Kasidy K. Weber, Samantha A. Swenson, Tyler J. Gilbreath, R. Willow Hynes-Smith, Catalina Amador, R. Katherine Hyde, Shannon M. Buckley

**Keywords:** Acute myeloid leukaemia, Biochemistry

## Abstract

Acute myeloid leukemia (AML) is a devastating cancer affecting the hematopoietic system. Previous research has relied on RNA sequencing and microarray techniques to study the downstream effects of genomic alterations. While these studies have proven efficacious, they fail to capture the changes that occur at the proteomic level. To interrogate the effect of protein expression alterations in AML, we performed a quantitative mass spectrometry in parallel with RNAseq analysis using AML mouse models. These combined results identified 34 proteins whose expression was upregulated in AML tumors, but strikingly, were unaltered at the transcriptional level. Here we focus on mitochondrial electron transfer proteins ETFA and ETFB. Silencing of *ETFA* and *ETFB* led to increased mitochondrial activity, mitochondrial stress, and apoptosis in AML cells, but had little to no effect on normal human CD34^+^ cells. These studies identify a set of proteins that have not previously been associated with leukemia and may ultimately serve as potential targets for therapeutic manipulation to hinder AML progression and help contribute to our understanding of the disease.

## Introduction

Acute myeloid leukemia (AML) affects the hematopoietic system through abnormal proliferation of myeloid cells in the bone marrow (BM) and ultimately suppresses the production of healthy blood cells. AML is the leading cause of death among adult leukemia patients, although it represents only 35% of those diagnosed [1]. Disease initiation often occurs through recurrent genetic aberrations resulting in the formation of oncogenic fusion proteins [1, 2]. Two genomic alterations found in patients are Mixed Lineage Leukemia (MLL) rearrangements and an inversion of chromosome 16 (Inv(16)) [3–6].

The protein histone-lysine N-methyltransferase 2A (KMT2A), also known as the mixed-lineage leukemia 1 (*MLL1*) gene, contains domains essential for transcriptional activity and chromatin modifications during early hematopoiesis, and fusion proteins generated from each translocation lead to aberrant transcription of MLL target genes [7–11]. *MLL1* has been found to have 80 different fusion partners, although only a few are commonly linked with AML [2]. AML::MLL rearrangements account for 10% of all diagnosed leukemias and these subtypes typically tend to have worse patient prognoses [12–14].

The Inv(16) subtype of AML represents approximately 6% of adults and 9% of pediatric patients [15]. Inv(16) AML results in a fusion between core-binding factor subunit beta (*CBFB*) and myosin heavy chain 11 (*MYH11*) [16, 17]. The resulting fusion protein, CBFβ::SMMHC, through dimerization with the hematopoietic transcription factor RUNX1 leads to a block in myeloid differentiation [16, 18]. Typically, patients diagnosed with this subtype of AML tend to have a more positive prognosis as the cancer is less aggressive for those included in this cytogenetic profile compared to their MLL-rearranged counterparts.

Although multiple advancements in the field have been direct results of the identification and characterization of many AML-initiating mutations, the mechanisms by which the cancer progresses remain ambiguous. While many studies have attempted to investigate these mechanisms through a series of RNA-based methods, these studies have left out potential implications relating to changes that occur at the proteomic level. Our study was designed to specifically interrogate the effect of altered protein expression in AML progression by combining RNA-sequencing (RNA-seq) techniques with a quantitative mass spectrometry (MS) analysis in mouse models of AML: *CBFB::MYH11 (*Inv(16)*)*, *MLL::AF9*, and *MLL::ENL*. These AML translocations were purposefully chosen to highlight the differences in prognosis and potentially identify targets that are differentially or commonly expressed across all translocations. This would allow us to further speculate that targets shared across these AML translocations may also be common among others and could be useful for future therapeutic studies targeting a heterogeneous group of AML translocations. With these combined results, we identified 34 upregulated proteins from AML tumors that remained unaltered at the transcriptional level. These proteins were shown to be associated with mitochondrial function as well as RNA processing. In addition, analysis of adult and pediatric AML patient expression data sets revealed that a number of the proteins differentially expressed had no significant RNA expression alterations. Most notably, we found that mitochondrial proteins ETFA and ETFB were overexpressed in all three translocations and could potentially share a role in the progression of the disease.

AML treatment has remained mostly unchanged for the last few decades, consisting of intensive induction chemotherapy – generally a combination of cytarabine and an anthracycline, such as daunorubicin, with the occasional addition of all trans-retinoic acid (ATRA) for certain subtypes [2, 19–21]. A number of treatments have progressed to clinical trials, but only in recent years have any been approved by the Food and Drug Administration, however, most are limited to specific subtypes of AML and only improves the treatment options for limited subsets of patients [22–25]. Up to 50% of patients treated with intensive induction therapy fail to achieve complete remission and are classified as primary refractory or resistant [26]. These studies identify a set of proteins that have not previously been associated with leukemia and may ultimately serve as potential targets for therapeutic manipulation to hinder AML progression and contribute to our understanding of this disease.

## Materials and methods

### AML mouse models

To induce expression of *Cbfb::MYH11*, 6-8 week-old floxed mice and littermate controls received three intraperitoneal Poly(I:C) injections every other day at a dose of 10 µg/g (Invivogen, San Diego, CA, USA) [27]. *MLL::AF9* mice were purchased from Jackson Laboratory (#009079, Bar Harbor, ME, USA) [28]. To produce *the MLL::ENL* mouse model, Lineage^-^ Sca-1^+^ cKit^+^ (LSK) cells from wild-type (WT) mice were sorted and infected with *MLL::ENL* (Addgene#20873) retrovirus by spinning for 1 h at 3000 RPM. 48 h post-infection LSKs were transplanted with 200,000 WT BM into lethally irradiated WT mice (1000 cGy). Mice were sacrificed when they exhibited signs of disease and/or demonstrated a high white blood cell (WBC) count. cKit/Gr1/CD11b^+^ tumor cells and cKit^+^ WT cells were isolated by positive magnetic selection using Mojo Sort beads following manufacturers protocol (BioLegend).

For transplants of AML cell lines, 5 × 10^5^ MOLM-13 cells were transplanted into sub-lethally (250 cGy) irradiated NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wjl*^/SzJ (NSG) mice (#005557, Jackson Labs). All experiments performed were approved by the Institutional Animal Care and Use Committee of the University of Nebraska Medical Center in accordance with NIH guidelines.

### Flow cytometry analysis

Cells were stained for 1 h on ice with antibodies in 3% FBS in PBS. For apoptosis, staining was performed following BioLegend apoptosis staining protocol and stained with AnnexinV and propidium iodine.

### Patient datasets and samples

*ETFA* and *ETFB* expression and survival analyses in patients utilized data from the publicly available Microarray Innovations in Leukemia (MILE) [29], Therapeutically Applicable Research to Generate Effective Treatments (TARGET) [4], and TGCA Genomic and Epigenomic Landscapes of Adult De Nove Acute Myeloid Leukemia [6] studies. Samples and statistics were previously described [30]. Human CD34^+^ cells were purchased from the Fred Hutch Hematopoietic Cell Procurement and Processing Services Core, and primary AML samples were purchased from Cureline Translational CRO (Supplementary Table 1).

### Cell culture and shRNA lentiviral transduction

HL-60, KASUMI-1, and MOLM-13 cells were purchased and cultured as recommended by ATCC and DSMZ, respectively. All cells were confirmed mycoplasma negative prior to use. Human CD34^+^ cells were cultured in StemSpan SFEM II media with CD34^+^ Expansion Supplement (StemCell Technologies) for 24 h prior to viral infection. The pLKO.1 shRNA plasmid vectors were purchased from Sigma-Aldrich. Lentivirus was produced following manufacturer’s instructions. Cells were infected as previously described and treated with 1 μg/ml of puromycin 48 h post infection. Assays were performed 5 days after initial puromycin treatment. MOLM-13 cells were treated for 72 h with 0.1–50 nM venetoclax and analyzed by MTT assay, and for flow cytometry analysis cells were treated with 5 nM venetoclax for 48 h.

### Immunofluorescence/Western blot

Cells were seeded onto Poly-L-Lysine coverslips (Corning). Cells were fixed at room temp (RT) for 15 min with 4% w/v paraformaldehyde followed by permeabilization and blocking with 3% w/v goat serum and 0.2% v/v Triton X-100 in PBS for 30 min at RT. Cells were stained with primary antibody for 1 h followed by goat anti-rabbit IgG AlexaFluor594 or goat anti-mouse IgG AlexaFluor488 (ThermoFisher Scientific) for 45 min. Confocal imaging was performed using a Zeiss LSM 800 confocal microscope with a 63X/1.4 numerical aperture oil objective.

Western blot analysis was performed as previously described [31]. Antibodies were prepared in 5% BSA in TBST as indicated in supplemental materials and methods.

### RNA isolation, qRT-PCR, and RNA-sequencing

Total RNA was extracted using the Monarch^®^ Total RNA Miniprep Kit (New England Biolabs, Ipswich, MA, USA). cDNA was synthesized using High Capacity RNA-to-cDNA Kit (ThermoFisher) followed by qRT-PCR. Primers in supplemental materials and methods. RNA sequencing was performed by Novogene. RNA-seq analysis was performed by UNMC Bioinformatics Core Facility, and are publicly available on NIH GEO with the dataset identifier GSE193366.

### TMT labeling and mass spectrometry

For global proteome quantification, splenic tumor cells and WT cKit^+^ samples were prepared and TMT-labeled per manufacturer’s protocol (ThermoFisher TMT10plex Mass Tag Labeling Kits), and processed as previously described [31]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD025628 [32].

### Mitochondrial respiration

Oxygen consumption rate was assayed using Cell Mito Stress kit (Agilent) and analyzed on Seahorse XF HS mini analyzer.

### Electron microscopy

Cell pellets were fixed in 2% glutaraldehyde, 2% paraformaldehyde in 0.1 M Sorensen’s phosphate buffer, pH7.2. Samples were post fixed in 1% osmium tetroxide in water, dehydrated, and embedded. 60 to 90 nanometer sections were placed on 200 mesh copper grids (Ted Pella). Sections were stained with 2% Uranyl Acetate and Reynolds’ lead citrate for 5 min each step. Sections were examined with a Technai G2 Transmission Electron Microscope (FEI) operated at 80Kv with an AMT camera for digital imaging.

### Statistical analysis

All experiments were performed in triplicate unless noted and statistical analyses were performed using unpaired two-tailed Student’s *t* tests assuming experimental samples of equal variance. Center values represent mean, and error bars depict standard deviation. *p value < 0.05, **p value < 0.01, ***p value < 0.001, ****p value < 0.0001.

### Additional materials and methods

Antibodies, primers, and additional methods are provided in the Supplementary Material.

## Results

### Quantitative mass spectrometry performed in combination with RNA-seq analysis

To compare AML tumors at the transcriptional and translational levels, we utilized 3 different mouse models of AML. To study MLL translocations, we utilized *MLL::AF9* transgenic mice and *MLL::ENL* mice generated by retroviral transduction of the fusion protein into hematopoietic stem and progenitor cells (HSPC) [28, 33]. *Cbfb::MYH11* tumors were generated by crossing *Mx-1 Cre*^*+*^ mice with *Cbfb::MYH11* (*Cbfb*^*+/56M*^) floxed mice, which allows for inducible expression of CBFβ::SMMHC (Inv(16)) following administration of Poly(I:C) [27]. Mouse AML populations are heterogenous and can be similar to immature HSPC which is marked by expression of the cKit receptor [34], but can also be more similar to terminally differentiated myeloid cells (Gr-1^+^/CD11b^+^). WT cKit^+^ BM cells were selected to compare with mouse tumors due to the importance of identifying therapeutic targets that do not affect survival of normal HSPC (Fig. 1A). A total of 10 mice were used for analysis: two WT, three *MLL::AF9*, three *MLL::ENL*, and two *Cbfb::MYH11*. While MLL translocations generally express more mature myeloid cell surface markers such as Gr1 and Mac1 (CD11b), the *Cbfb::MYH11* translocation is characterized by an immature marker, cKit (Supplementary Fig. 1A). Tumor burden within the spleen varied between 40 to 98%, and were purified by positive magnetic selection utilizing anti-cKit, Gr1, and Mac1 (CD11b) antibodies for a more homogenous tumor population (Supplementary Fig. 1A). The 3 different mouse models of AML had similar survival, and all translocations succumbed to disease within the expected period between 20 and 41 weeks (Supplementary Fig. 1B). The mouse models of AML were utilized to perform an RNA-sequencing experiment in parallel with a Tandem Mass Tag (TMT)-labeled mass spectrometry analysis. Proteins from each mouse were isolated for mass spectrometry and in parallel, we isolated RNA from the tumors to prepare for RNA sequencing (Fig. 1A). These initial analyses allowed for the characterization of each sample used in this study to directly compare AML translocations that represented varying outcomes of prognosis.

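RNA was sequenced from cKit+ bone marrow cells of 2 WT mice and from spleen tumors of 2 Cbfb::MYH11, 3 MLL::AF9 and 3 MLL::ENL mice, with 1 library per mouse. The libraries are named WT 1 and WT 2, Cbfb::MYH11 30 and 27, MLL::AF9 2, 47 and 42, and MLL::ENL NO, RL and L. Hemoglobin transcripts of 4 genes, which red cell precursors carry, took 14.4% of the counts in WT 1, 3.98% in WT 2 and at most 0.96% in any tumor. S100a8 and S100a9, which encode calprotectin of neutrophils, took 5.22% and 3.72% in the WT libraries, at most 0.01% in the Cbfb::MYH11 tumors and between 0.23% and 7.08% in the MLL tumors. Transcripts of the mitochondrial genome took 0.77% and 1.32% in the WT libraries and between 2.23% and 10.64% in the tumors.

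The authors aligned reads to the mouse genome (mm10) with STAR and quantified genes with RSEM, and deposited expected counts, TPM and FPKM for 50600 gene entries. Expected counts were rounded and scaled by TMM, and levels are given in CPM, which divides counts by the scaled library total. The library totals were 17953824 and 20510574 counts for WT, 17455304 and 17171480 for Cbfb::MYH11, 16565703, 16759883 and 18688782 for MLL::AF9, and 12134917, 19345838 and 16557368 for MLL::ENL, with a median of 17313392. Between 15312 and 18221 genes had at least 1 count in a library. The 95% Wilson interval of each share above spans at most 0.0399 percentage points, which covers counting error only. Differences were tested with edgeR's quasi-likelihood F-test in 1 fit of all 10 libraries over 14875 genes, and an adjusted p under 0.05 counts as passing. With 6 residual degrees of freedom the fit has little power for small changes. Tissue goes with condition, since the WT cells came from bone marrow and the tumors from spleen, so no comparison with WT separates it from the translocation. How the tumors were made also goes with condition. By the paper, Cbfb::MYH11 mice and littermate controls were given Poly(I:C), MLL::AF9 mice were transgenic, and MLL::ENL tumors came from transduced cells transplanted into irradiated mice. The paper does not state whether the sequenced WT mice were such controls. The label cKit+ is shared by the WT cells and Cbfb::MYH11 27. The numbers 42 and 47 are interchanged between names of the deposited MLL::AF9 tables, so which of those mice each library came from is uncertain, while their condition is not.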

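Itgam encodes CD11b, the integrin chain of the Mac1 antigen on myeloid cells, and lies on chromosome 7 from 128062640 to 128118491. Its level was 8.51 ± 3.48 CPM (SD, n = 2) in Cbfb::MYH11 tumors and 551 ± 131 CPM (SD, n = 2) in WT cKit+ cells, a log2 fold change of −6.01 (standard error 0.73, adjusted p = 0.0014 from edgeR), and the call held without any 1 library. In MLL::AF9 and MLL::ENL tumors it was 637 ± 249 CPM (SD, n = 3) and 573 ± 373 CPM (SD, n = 3), with log2 fold changes of 0.21 and 0.06 that did not pass (adjusted p = 0.85 and 0.97 from edgeR). Kit, the stem cell factor receptor by which the WT cells were selected, lies on chromosome 5 from 75574916 to 75656722. Its level was 62.6 ± 31.4 CPM (SD, n = 6) in the MLL tumors and 238 ± 72.9 CPM (SD, n = 2) in Cbfb::MYH11 tumors, a log2 fold change of −1.99 (adjusted p = 0.0024 from edgeR), kept without any 1 library. Against WT cKit+ cells, at 77.1 ± 16.3 CPM (SD, n = 2), Kit did not pass in Cbfb::MYH11 tumors (log2 fold change 1.63, adjusted p = 0.0504 from edgeR).

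Of 18 genes of neutrophil maturation, 17 were lower in Cbfb::MYH11 tumors than in WT cKit+ cells, none was higher and 1 did not pass (18 lower when adjusted over the list alone). The count was 4 without Cbfb::MYH11 27, 5 without Cbfb::MYH11 30, 7 without WT 1, and 11 without WT 2, and camera placed the list below the other genes (adjusted p = 3.6e-19, and 2.4e-34 to 8.3e-16 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.36). None of these genes passed in MLL::AF9 tumors by edgeR, with 0 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma, and none passed in MLL::ENL tumors, with 5 at unadjusted p under 0.05, 2 by DESeq2 and 1 by limma (none in either model when adjusted over the list alone). Camera placed the neutrophil list below the other genes in MLL::ENL (adjusted p = 1.3e-04, up to 0.0044 over its alternatives). The neutrophil list lost this call with an estimated correlation between genes (adjusted p = 0.62 from camera). Of 10 genes of primary granules and granulocyte progenitors, 9 were lower in Cbfb::MYH11 tumors and 1 did not pass (9 lower when adjusted over the list alone). That count was 3 without Cbfb::MYH11 30 or Cbfb::MYH11 27. Among them Clec12a, a lectin receptor of myeloid cells, had a log2 fold change of −5.13 (standard error 0.46, adjusted p = 4.0e-04 from edgeR), and Gfi1, a repressor needed for granulocyte development, had one of −6.01 (standard error 0.76, adjusted p = 0.0017) from the same edgeR test. No gene of that list passed in MLL::AF9 tumors by edgeR (0 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma) or in MLL::ENL tumors (1 at unadjusted p under 0.05, 1 by DESeq2 and 0 by limma). Camera placed the primary granule list below the other genes in Cbfb::MYH11 (adjusted p = 9.6e-10, up to 5.2e-06 over its alternatives). The primary granule list lost this call with an estimated correlation between genes (adjusted p = 0.21 from camera). Of 16 monocyte and macrophage genes, 4 were lower in Cbfb::MYH11 tumors, 1 in MLL::AF9 and 1 in MLL::ENL tumors, and none was higher (adjusted over the list alone, 5 lower, then 6 higher and 1 lower, then 1 lower). The Cbfb::MYH11 count was 1 without WT 2 or Cbfb::MYH11 27, and 2 without WT 1 or Cbfb::MYH11 30, the MLL::AF9 count was 0 without WT 1 and the MLL::ENL count was 0 without WT 1, WT 2 or MLL::ENL RL. Ly6c2, a surface protein of monocytes, was lower in Cbfb::MYH11 tumors, with a log2 fold change of −4.55 (standard error 0.68, adjusted p = 0.0036 from edgeR). Camera placed the monocyte list below the other genes in Cbfb::MYH11 (adjusted p = 0.0071, up to 0.026 over its alternatives) and above them in MLL::AF9 (adjusted p = 0.038, up to 0.19 over its alternatives). The monocyte list lost these calls with an estimated correlation between genes (adjusted p = 0.66 and 0.55 from camera). Of 18 stem and progenitor markers, 2 were lower in Cbfb::MYH11 tumors and none passed in MLL::AF9 (4 at unadjusted p under 0.05, 2 by DESeq2 and 1 by limma) or MLL::ENL tumors by edgeR (7 at unadjusted p under 0.05, 3 by DESeq2 and 1 by limma). Adjusted over the list alone, 1 was higher and 2 were lower in Cbfb::MYH11 tumors and 1 was lower in MLL::ENL tumors, and the Cbfb::MYH11 count was 0 without WT 2, Cbfb::MYH11 30 or Cbfb::MYH11 27, and 1 without WT 1, MLL::AF9 42 or MLL::ENL RL.

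Of 8 mast cell and basophil genes, 3 were higher and 2 lower in Cbfb::MYH11 tumors (4 higher and 2 lower when adjusted over the list alone), and the lower count was 1 without any library but MLL::AF9 47, MLL::ENL NO, MLL::ENL RL and MLL::ENL L. Ms4a2, the beta chain of the IgE receptor, on chromosome 19 from 11615523 to 11623719, had a level of 794 ± 66.6 CPM (SD, n = 2) there and 9.10 ± 0.989 CPM (SD, n = 2) in WT cKit+ cells, a log2 fold change of 6.45 (standard error 0.66, adjusted p = 6.7e-04 from edgeR). Against that direction Prss34, a protease of basophils, had one of −9.11 (standard error 1.22, adjusted p = 0.0024) from edgeR. Camera placed the mast cell list above the other genes in Cbfb::MYH11 (adjusted p = 0.0032, up to 0.077 over its alternatives). The mast cell list lost this call with an estimated correlation between genes (adjusted p = 0.21 from camera). In MLL::AF9 tumors 4 of these genes were lower and in MLL::ENL tumors 2 (4 and 4 when adjusted over the list alone). These counts were 1 without WT 1, and 2 without WT 2 or MLL::AF9 42 in MLL::AF9 and 4 without MLL::ENL RL in MLL::ENL. For MLL::AF9, camera placed the list below the other genes (adjusted p = 2.0e-09, and 5.4e-12 to 7.2e-06 over its alternatives), a call kept with an estimated correlation between genes (adjusted p = 0.031). For MLL::ENL, camera placed the list below the other genes (adjusted p = 1.0e-07, and 5.8e-09 to 7.9e-05 over its alternatives), a call kept with an estimated correlation between genes (adjusted p = 0.025). Gata2, of this list, is also among the stem and progenitor markers and the genes associated with CBFB::MYH11. Of 10 eosinophil genes, 6 were lower in each of the 3 models and none was higher (7, 9 and 9 lower when adjusted over the list alone, in the order Cbfb::MYH11, MLL::AF9, MLL::ENL), and some of its Ear genes are close paralogs that may share reads. Camera placed the eosinophil list below the other genes in Cbfb::MYH11 (adjusted p = 7.3e-17, up to 3.9e-10 over its alternatives). The eosinophil list lost this call with an estimated correlation between genes (adjusted p = 0.14 from camera). In MLL::AF9 (adjusted p = 1.4e-37, up to 4.0e-13 over its alternatives) and MLL::ENL (adjusted p = 1.0e-35, up to 2.4e-13 over its alternatives) it lay below them too, and these camera calls held with the estimated correlation (adjusted p = 0.020 and 0.015). Prg2, the major basic protein of eosinophil granules, was at 9855 ± 6927 CPM (SD, n = 2) in WT cKit+ cells and 0.264 ± 0.209 CPM (SD, n = 2) in Cbfb::MYH11 tumors, a log2 fold change of −15.12 (standard error 1.90, adjusted p = 0.0019 from edgeR), a call that DESeq2 did not make. Of 15 erythroid genes, 4 were lower in MLL::AF9 and 2 in MLL::ENL tumors, and none passed in Cbfb::MYH11 tumors by edgeR (1 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma). When adjusted over the list alone, 13 were lower in MLL::AF9, 5 in MLL::ENL and none in Cbfb::MYH11 tumors. The MLL::AF9 count was 0 without WT 1, 1 without WT 2, 2 without Cbfb::MYH11 30, Cbfb::MYH11 27, MLL::AF9 2, MLL::AF9 47 or MLL::ENL RL, and 9 without MLL::AF9 42, and the MLL::ENL count was 0 without WT 1, 1 without MLL::ENL RL, and 4 without MLL::AF9 2, MLL::AF9 47 or MLL::AF9 42. Camera placed the erythroid list below the other genes in MLL::AF9 (adjusted p = 3.2e-13, up to 3.6e-10 over its alternatives) and MLL::ENL (adjusted p = 1.0e-08, up to 5.8e-07 over its alternatives). The erythroid list lost these calls with an estimated correlation between genes (adjusted p = 0.37 and 0.46 from camera). Of 12 B cell genes, 4, 3 and 3 were lower in the same order of models (6, 3 and 4 lower when adjusted over the list alone). These counts were 2 without WT 1 or Cbfb::MYH11 27 in Cbfb::MYH11, 0 without WT 1 in MLL::AF9 and 1 without WT 1 in MLL::ENL. Camera placed the B cell list below the other genes in Cbfb::MYH11 (adjusted p = 8.2e-07, up to 1.4e-05 over its alternatives), MLL::AF9 (adjusted p = 0.0015, up to 0.16 over its alternatives) and MLL::ENL (adjusted p = 1.0e-08, up to 1.0e-06 over its alternatives). The B cell list lost these calls with an estimated correlation between genes (adjusted p = 0.36, 0.41 and 0.22 from camera). Its median log2 CPM was 7.46, 1.06 and 5.42 in MLL::AF9 2, 47 and 42 and 5.62 and 4.67 in WT. The MLL::AF9 tumors thus did not all lie below WT.

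**Figure D1:**
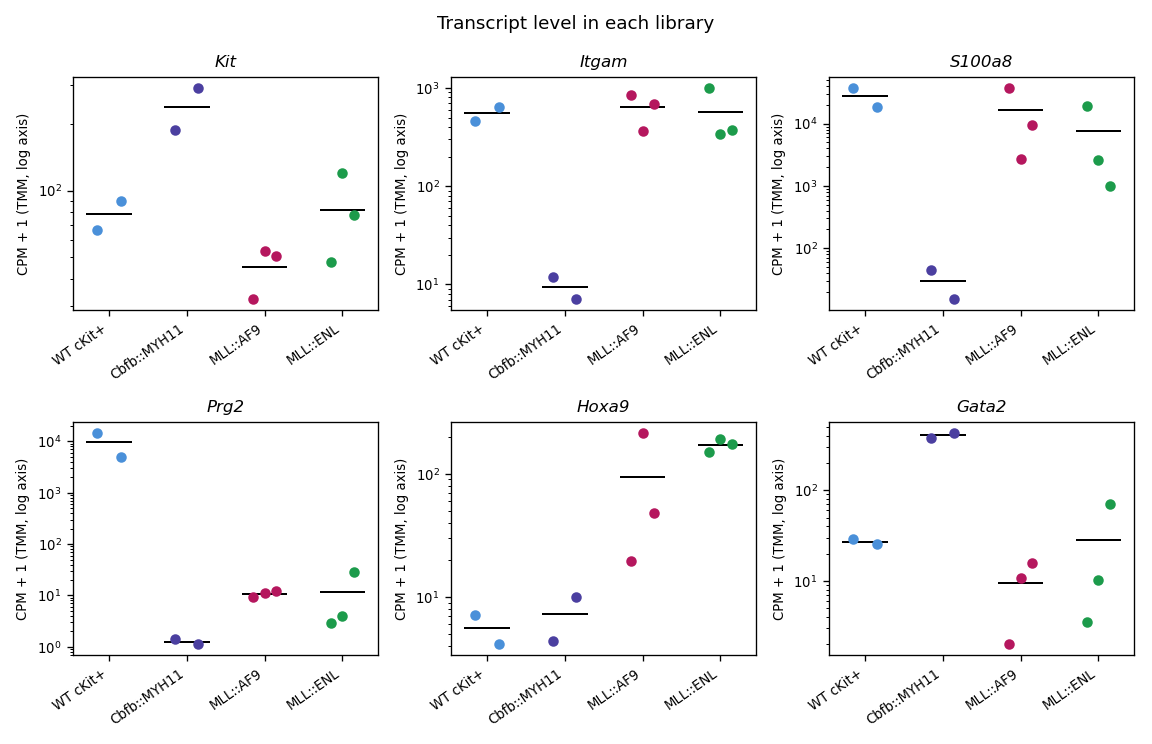
Level of Kit, Itgam, S100a8, Prg2, Hoxa9 and Gata2 in each library, as CPM plus 1 on a log axis, with points for single libraries and bars for the mean of each group. Itgam lies between 6.04 and 11.0 CPM in the Cbfb::MYH11 tumors and between 342 and 1004 CPM in the other libraries.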

**Fig. 1:**
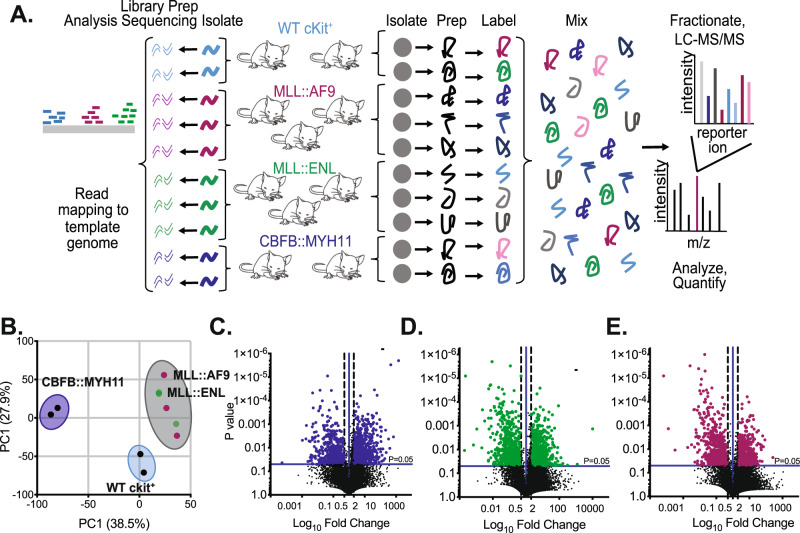
Utilizing AML mouse models to compare proteome vs transcriptome. **A** Preparation schematic for TMT MS and RNA-seq using spleen tumors isolated from mice expressing MLL::AF9 (*n* = 3), MLL::ENL (*n* = 3), CBFB::MYH11 (*n* = 2) and cKit^+^ BM of WT mice (*n* = 2). **B** Principal component analysis of WT cKit^+^ cells compared to MLL::AF9, MLL::ENL, and CBFB::MYH11 tumors. Volcano plots showing fold change of expressed genes from **C** CBFB::MYH11, **D** MLL::ENL, and **E** MLL::AF9 tumors compared to WT cKit^+^ cells.

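Podxl, which encodes a sialomucin of stem cells and endothelium and lies on chromosome 6 from 31519488 to 31563981, was at 693 ± 43.0 CPM (SD, n = 2) in Cbfb::MYH11 tumors and 0.578 ± 0.818 CPM (SD, n = 2) in WT cKit+ cells, a log2 fold change of 10.07 (standard error 1.17, adjusted p = 0.0013 from edgeR). Among the other genes with the largest increases, counting those with a mean of at least 10 counts in the lower group and no overlap of the groups, were Fgfr1, a fibroblast growth factor receptor, with one of 6.69 (standard error 0.74, adjusted p = 8.7e-04), and C77080, Mrvi1, Rnf128 and Sapcd1, all called by edgeR without any 1 library. Under the same limits, the largest decreases in Cbfb::MYH11 tumors were in S100a8, S100a9, Camp, Ngp, Ltf, Mmp9, Retnlg, Itgb2l, Chil1 and Cebpe. Cebpe, a transcription factor of late granulocytes, had a log2 fold change of −8.66 (standard error 1.03, adjusted p = 0.0014 from edgeR).

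Penk, which encodes the precursor of enkephalins and lies on chromosome 4 from 4133531 to 4138819, was at 121 ± 80.2 CPM (SD, n = 3) in MLL::AF9 tumors, 326 ± 193 CPM (SD, n = 3) in MLL::ENL tumors and 1.67 ± 0.655 CPM (SD, n = 2) in WT cKit+ cells. Its log2 fold change was 6.20 (standard error 0.97, adjusted p = 0.018) in MLL::AF9 and 7.63 (standard error 1.04, adjusted p = 0.010) in MLL::ENL from edgeR, lost in MLL::AF9 without WT 1 or WT 2 (adjusted p 0.094 to 0.20) and in MLL::ENL without WT 1 or WT 2 (adjusted p 0.091 to 0.14). Hoxa5, a homeobox gene of the Hoxa cluster, had one of 3.63 (standard error 0.69, adjusted p = 0.032) in MLL::AF9 and 6.23 (standard error 0.77, adjusted p = 0.0072) in MLL::ENL from edgeR, lost in MLL::AF9 without WT 1 or WT 2 (adjusted p 0.11 to 0.29) and in MLL::ENL without WT 1 or WT 2 (adjusted p 0.065 to 0.12). Hoxa9, on chromosome 6 from 52223100 to 52231089, was higher in MLL::ENL tumors, with a log2 fold change of 5.22 (standard error 1.09, adjusted p = 0.046 from edgeR), a call lost without any library but MLL::AF9 2 and MLL::AF9 47 (adjusted p 0.052 to 0.30). In MLL::AF9 tumors its log2 fold change of 4.35 did not pass (adjusted p = 0.057 from edgeR), and single libraries ranged from 18.5 to 214 CPM. Klf1, a transcription factor of red cell precursors on chromosome 8 from 84901928 to 84905291, was at 201 ± 69.7 CPM (SD, n = 2) in WT cKit+ cells, 0.930 ± 1.21 CPM (SD, n = 3) in MLL::AF9 and 1.62 ± 1.07 CPM (SD, n = 3) in MLL::ENL tumors. Its log2 fold changes were −7.69 (standard error 1.02, adjusted p = 0.0088) and −7.00 (standard error 0.99, adjusted p = 0.012) from edgeR, lost in MLL::AF9 without WT 1 (adjusted p 0.068) and in MLL::ENL without WT 1 or MLL::ENL RL (adjusted p 0.067 to 0.088).

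Of 18 genes known as targets of MLL fusions, 6 were higher and 1 lower in MLL::ENL tumors, 3 higher and 1 lower in MLL::AF9 tumors, and 1 higher and 1 lower in Cbfb::MYH11 tumors by edgeR. Adjusted over the list alone, the counts were 14 higher and 2 lower in MLL::ENL, 10 and 1 in MLL::AF9, and 1 and 1 in Cbfb::MYH11. The higher count in MLL::ENL was 0 without WT 1 or WT 2, 1 without MLL::ENL RL, 2 without MLL::ENL NO or MLL::ENL L, 3 without Cbfb::MYH11 30 or Cbfb::MYH11 27, and 10 without MLL::AF9 2 or MLL::AF9 47, and the lower count 0 without any library but MLL::AF9 2, MLL::AF9 47, MLL::AF9 42 and MLL::ENL NO. In MLL::AF9 these were 0 without WT 1 or WT 2, and 9 without MLL::AF9 2 for higher and 0 without any library but MLL::AF9 2, MLL::ENL NO and MLL::ENL L for lower, and in Cbfb::MYH11 0 without WT 1, WT 2 or Cbfb::MYH11 27, and 3 without MLL::AF9 2 or MLL::AF9 47 for higher and 0 without WT 1, WT 2 or Cbfb::MYH11 27 for lower. For MLL::ENL, camera placed the list above the other genes (adjusted p = 1.1e-09, and 1.4e-13 to 3.8e-07 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.11). For MLL::AF9, camera placed the list above the other genes (adjusted p = 3.6e-05, and 1.5e-08 to 0.0054 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.37). Of 9 genes associated with CBFB::MYH11 and tested, 4 were higher and 1 lower in Cbfb::MYH11 tumors (6 higher and 1 lower when adjusted over the list alone). These counts were 1 without WT 1 or Cbfb::MYH11 27, and 2 without Cbfb::MYH11 30 for higher and 0 without Cbfb::MYH11 30 or Cbfb::MYH11 27 for lower. Runx1, which encodes the partner of CBFB in core binding factor, was among the higher, with a log2 fold change of 2.19 (standard error 0.32, adjusted p = 0.0034 from edgeR). Camera placed the list associated with CBFB::MYH11 above the other genes in Cbfb::MYH11 (adjusted p = 0.0021, up to 0.0099 over its alternatives). The list associated with CBFB::MYH11 lost this call with an estimated correlation between genes (adjusted p = 0.51 from camera). In MLL::AF9 tumors 1 of them was lower (2 when adjusted over the list alone). That count was 0 without any library but MLL::AF9 42, MLL::ENL NO, MLL::ENL RL and MLL::ENL L. In MLL::ENL tumors none passed by edgeR (3 at unadjusted p under 0.05, 2 by DESeq2 and 2 by limma, and 1 higher and 2 lower when adjusted over the list alone).

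Genes called in all 3 models included Tet2, a DNA demethylating enzyme, with log2 fold changes of 1.83, 2.52 and 2.92 (adjusted p = 0.032, 0.025 and 0.016 from edgeR, in the order Cbfb::MYH11, MLL::AF9, MLL::ENL). These calls were lost in Cbfb::MYH11 without WT 1, WT 2, Cbfb::MYH11 30 or MLL::ENL RL (adjusted p 0.0501 to 0.22), in MLL::AF9 without WT 1, WT 2 or MLL::AF9 42 (adjusted p 0.056 to 0.26) and in MLL::ENL without WT 1, WT 2 or MLL::ENL RL (adjusted p 0.054 to 0.21). Chchd10, a mitochondrial protein of the intermembrane space, was lower in all 3, with −3.27, −3.07 and −3.44 (adjusted p = 0.013, 0.028 and 0.020 from edgeR in the same order), lost in Cbfb::MYH11 without WT 1, Cbfb::MYH11 30 or Cbfb::MYH11 27 (adjusted p 0.079 to 0.10), in MLL::AF9 without WT 1 or WT 2 (adjusted p 0.067 to 0.26) and in MLL::ENL without WT 1, WT 2, MLL::ENL NO, MLL::ENL RL or MLL::ENL L (adjusted p 0.054 to 0.21).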

### RNA-seq identifies differentially expressed genes among AML translocations CBFB::MYH11 (Inv(16)), MLL::AF9, and MLL::ENL

Analysis from RNA-sequencing identified 21,180 expressed genes in the AML mouse tumors and cKit^+^ BM cells. Of these, 3,430 were significantly upregulated or downregulated compared to WT mice. 

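Hbb-bs, a beta globin gene, was the most abundant gene of WT 1, and S100a9 that of WT 2 and MLL::AF9 2. The mitochondrial cytochrome oxidase gene mt-Co1 was the most abundant gene of Cbfb::MYH11 30 and of all 3 MLL::ENL tumors, and Eef1a1, a translation elongation factor, that of Cbfb::MYH11 27, MLL::AF9 47 and MLL::AF9 42. The 10 most abundant genes together took 24.69% of the counts in WT 1 and 5.81% in MLL::AF9 47, the extremes among the libraries. A count of at least 1 in at least 1 library was reached by 23870 genes, and a count in every library by 12123. A TPM above 0 in at least 2 libraries, a definition chosen after seeing the data, was reached by 21076 genes. An FPKM of at least 1 in at least 1 library was reached by 14920 genes. The paper's text does not define an expressed gene.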

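Cbfb::MYH11 tumors had the most genes changed against WT cKit+ cells, with 526 higher and 1024 lower, and MLL::AF9 tumors had 116 higher and 302 lower and MLL::ENL tumors 86 higher and 232 lower. Together 1926 genes were changed in at least 1 model, 596 of them only higher, 1275 only lower and the rest in both directions. The median absolute log2 fold change of the called genes was 3.30, 2.60 and 3.18 in Cbfb::MYH11, MLL::AF9 and MLL::ENL. At an unadjusted p under 0.05 the same edgeR test gave 4074, 3640 and 3267 genes. Groups simulated without any change gave a mean of 0.25 genes in at least 1 model over 20 simulations.

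The number of genes changed depended on single libraries. For Cbfb::MYH11 it was 500 without WT 1, 642 without WT 2, 704 without Cbfb::MYH11 30 and 443 without Cbfb::MYH11 27. For MLL::AF9 it was 14 without WT 1, 89 without WT 2, 258 without MLL::AF9 47, 165 without MLL::AF9 42 and 208 without MLL::ENL RL. For MLL::ENL it was 24 without WT 1, 60 without WT 2, 156 without Cbfb::MYH11 30, 154 without Cbfb::MYH11 27, 723 without MLL::AF9 2, 538 without MLL::AF9 47, 210 without MLL::ENL NO, 71 without MLL::ENL RL and 109 without MLL::ENL L. For at least 1 model it was 514 without WT 1, 706 without WT 2, 975 without Cbfb::MYH11 30 and 731 without Cbfb::MYH11 27.

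Of 20 interferon-stimulated genes, 6 were lower in Cbfb::MYH11 tumors and none was higher (13 lower when adjusted over the list alone), a count of 0 without Cbfb::MYH11 27, 1 without WT 1 or WT 2, 2 without Cbfb::MYH11 30, 3 without MLL::ENL RL, 10 without MLL::AF9 42, and 13 without MLL::AF9 2. Camera placed the interferon-stimulated genes below the other genes (adjusted p = 4.4e-06, and 9.4e-10 to 3.4e-05 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.66). None of them passed by edgeR in MLL::AF9 tumors (5 at unadjusted p under 0.05, 3 by DESeq2 and 1 by limma) or MLL::ENL tumors (8 at unadjusted p under 0.05, 5 by DESeq2 and 2 by limma), and 4 were lower in MLL::ENL when adjusted over the list alone. Camera placed the interferon list below the other genes in MLL::ENL (adjusted p = 0.0012, up to 0.0088 over its alternatives). The interferon list lost this call with an estimated correlation between genes (adjusted p = 0.62 from camera). By the paper, Cbfb::MYH11 mice and littermate controls had been given Poly(I:C), without stating whether the sequenced WT mice were among them. The part of Poly(I:C) in the interferon levels was not tested. Of 21 genes of glycolysis, 2 were higher and 5 lower in Cbfb::MYH11 tumors (3 higher and 9 lower when adjusted over the list alone). Pfkp, the platelet form of phosphofructokinase, had a log2 fold change of 2.03 (standard error 0.27, adjusted p = 0.0021 from edgeR), and Hk3, a hexokinase of myeloid cells, had one of −5.87 (standard error 0.40, adjusted p = 2.4e-04) from edgeR. The higher count was 1 without WT 1 or Cbfb::MYH11 27, and the lower count 1 without Cbfb::MYH11 27, 2 without WT 1 or Cbfb::MYH11 30, and 3 without WT 2. No gene of glycolysis passed by edgeR in MLL::AF9 (7 at unadjusted p under 0.05, 6 by DESeq2 and 0 by limma) or MLL::ENL tumors (5 at unadjusted p under 0.05, 3 by DESeq2 and 0 by limma), and the list alone gave 3 higher and 2 lower in MLL::AF9 and 1 lower in MLL::ENL. Of 20 genes of cell division, 2 were lower in Cbfb::MYH11 and 2 in MLL::AF9 tumors (3 and 10 when adjusted over the list alone). These counts were 0 without WT 1 or Cbfb::MYH11 27, and 1 without WT 2, Cbfb::MYH11 30 or MLL::ENL RL in Cbfb::MYH11 and, in MLL::AF9, 0 without any library but MLL::AF9 2, MLL::ENL NO and MLL::ENL L, and 1 without MLL::AF9 2 or MLL::ENL L. None of them passed in MLL::ENL tumors by edgeR (7 at unadjusted p under 0.05, 2 by DESeq2 and 0 by limma, and 3 lower when adjusted over the list alone). Camera placed the cell division list below the other genes in MLL::AF9 (adjusted p = 1.9e-06, up to 0.0012 over its alternatives) and MLL::ENL (adjusted p = 0.0083, up to 0.25 over its alternatives). The cell division list lost these calls with an estimated correlation between genes (adjusted p = 0.39 and 0.62 from camera). Of 14 genes of the BCL-2 family, 1 was higher in Cbfb::MYH11, 1 lower in MLL::AF9 and 1 higher in MLL::ENL tumors by edgeR. These were 0 without WT 2 for Cbfb::MYH11, 0 without any library but MLL::ENL NO and MLL::ENL L for MLL::AF9 and 0 without any library but Cbfb::MYH11 30, Cbfb::MYH11 27, MLL::AF9 2 and MLL::AF9 47 for MLL::ENL. Adjusted over the list alone, the counts were 1 higher and 1 lower, 2 and 1, and 1 and 0 in the order Cbfb::MYH11, MLL::AF9, MLL::ENL. Bcl2 itself, an inhibitor of cell death, had log2 fold changes of 1.59, 2.11 and 0.06 that did not pass (adjusted p = 0.27, 0.16 and 0.97 from edgeR). No gene of 18 for ribosome biogenesis passed by edgeR in Cbfb::MYH11 (2 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma), MLL::AF9 (1 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma) or MLL::ENL tumors (0 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma). No cytosolic ribosomal protein gene of 79 passed in Cbfb::MYH11 (1 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma), MLL::AF9 (35 at unadjusted p under 0.05, 3 by DESeq2 and 0 by limma) or MLL::ENL tumors (17 at unadjusted p under 0.05, 3 by DESeq2 and 0 by limma). Neither list had a gene that passed when adjusted over the list alone. Camera placed the ribosome biogenesis list above the other genes in Cbfb::MYH11 (adjusted p = 0.0088, up to 0.047 over its alternatives). The ribosome biogenesis list lost this call with an estimated correlation between genes (adjusted p = 0.72 from camera). All 18 of its genes had a log2 fold change above 0 there. Camera placed the cytosolic ribosomal protein list below the other genes in MLL::AF9 (adjusted p = 2.5e-09, up to 0.011 over its alternatives) and MLL::ENL (adjusted p = 3.6e-06, up to 0.32 over its alternatives). The cytosolic ribosomal protein list lost these calls with an estimated correlation between genes (adjusted p = 0.51 and 0.62 from camera). Its median log2 fold changes were −0.74 and −0.60, with 3 and 1 of 79 genes above 0.

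The share of higher genes among those changed in Cbfb::MYH11 tumors was 33.9%, and 48.9% by limma on log2(FPKM + 1), a scale on which the median log2 fold change of all genes was 0.26. In MLL::AF9 tumors it was 27.8% by edgeR and 56.1% by DESeq2, and in MLL::ENL tumors 27.0% and 50.1%.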

Principal component analysis (PCA) of the genes expressed found that all six of the MLL tumors clustered together, suggesting an overall similarity and lack of distinction across the two MLL translocations, whereas *Cbfb::MYH11* tumors clustered separately from the MLL tumors (Fig. 1B). 

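The Cbfb::MYH11 tumors lay at 159 and 190.3 on the first principal component, the WT cKit+ cells at 15.0 and 12.9, and the 6 MLL tumors between −71.9 and −54.1. On the second component WT cKit+ cells, at 121 and 94.1, lay above the rest. It also spread the MLL tumors, from 49.9 in MLL::AF9 2 to −69.3 in MLL::AF9 47. MLL::AF9 2 stood apart on the third component, at 121, and MLL::ENL NO on the fourth, at 110.1. These components held 42.0%, 20.1%, 12.7% and 8.09% of the variance. The mean distance between an MLL::AF9 and an MLL::ENL tumor was 172 (120.0 to 214), against 169 (151 to 195) between MLL::AF9 tumors and 143 (108 to 167) between MLL::ENL tumors. Cbfb::MYH11 tumors lay 272 from MLL::AF9, 264 from MLL::ENL and 239 from WT cKit+ cells, and 124 from each other. WT cKit+ cells lay 205 from MLL::AF9 and 204 from MLL::ENL tumors. The nearest library to MLL::AF9 47 was MLL::ENL L, at 120.0, and every other library had its nearest within its own group. Distances between the MLL models exceeded those within them by 15.8 on average (exact permutation test, 1-sided p = 0.2, from 2 of the 10 ways to split 6 tumors into 3 and 3, which allow no p under 0.1). The components were computed on centred log2 CPM of the tested genes, and distances are Euclidean over the same values. The difference between and within models ranged from 5.13 to 39.0 when single libraries were left out.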

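Penk and Hoxa5 were among 45 genes higher than in WT cKit+ cells in both MLL::AF9 and MLL::ENL tumors, and Klf1 and Prg2 among 158 lower in both. Cbfb::MYH11 and MLL::AF9 tumors had 27 higher and 55 lower genes in common, and Cbfb::MYH11 and MLL::ENL tumors 16 higher and 53 lower. Tet2 and Adcy7, an adenylyl cyclase of immune cells, were among 11 genes higher in all 3 models, and Chchd10 and Prg2 among 38 lower in all 3. Leaving those out, the MLL models had 34 higher and 120 lower genes in common, Cbfb::MYH11 and MLL::AF9 16 and 17, and Cbfb::MYH11 and MLL::ENL 5 and 15. Lists of these sizes drawn independently from the tested genes would have 0.671 higher and 4.71 lower genes in common for the MLL models, 4.10 and 20.8 for Cbfb::MYH11 and MLL::AF9, and 3.04 and 16.0 for Cbfb::MYH11 and MLL::ENL.

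The 3 comparisons share the same 2 WT libraries, and unchanged groups simulated against shared controls had 0 genes in common. Those groups called a mean of at most 0.1 genes per comparison with WT. Their overlap could hardly exceed 0 and does not measure what shared controls add to longer lists. The WT libraries cannot be divided into separate control groups of 2, so part of the excess over independent lists may come from the shared controls. Higher and lower genes taken together, the MLL models had 203 in common, and 12 without WT 1, 51 without WT 2, 116 without Cbfb::MYH11 30, 114 without Cbfb::MYH11 27, 310 without MLL::AF9 2, 113 without MLL::AF9 42, 60 without MLL::ENL RL and 86 without MLL::ENL L. Cbfb::MYH11 and MLL::AF9 had 82, and 5 without WT 1, 24 without WT 2, 23 without Cbfb::MYH11 30, 27 without Cbfb::MYH11 27, 47 without MLL::AF9 47, 32 without MLL::AF9 42 and 41 without MLL::ENL RL. Cbfb::MYH11 and MLL::ENL had 69, and 7 without WT 1, 22 without WT 2, 24 without Cbfb::MYH11 30, 18 without Cbfb::MYH11 27, 153 without MLL::AF9 2, 115 without MLL::AF9 47, 27 without MLL::ENL RL and 24 without MLL::ENL L. All 3 models had 49, and 5 without WT 1, 20 without WT 2, 20 without Cbfb::MYH11 30, 16 without Cbfb::MYH11 27, 77 without MLL::AF9 2, 32 without MLL::AF9 47, 28 without MLL::AF9 42, 24 without MLL::ENL RL and 24 without MLL::ENL L.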

Differentially expressed genes shared across all three translocations demonstrated that the two MLL translocations shared far more differentially expressed genes (149 and 176; upregulated and downregulated, respectively) than with the *Cbfb::MYH11* translocation (86 and 46; upregulated, 62 and 32; downregulated), suggesting more similarity between these AML subtypes. Although *MLL::AF9* and *MLL::ENL* are both MLL translocations, they only shared 149 upregulated genes in common, suggesting heterogeneity even among MLL tumors (Fig. 1C–E). 

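Dpp4, a peptidase of the cell surface that is also called CD26, was higher in MLL::AF9 than in MLL::ENL tumors. Its level was 32.5 ± 2.96 CPM (SD, n = 3) in MLL::AF9 and 4.47 ± 0.952 CPM (SD, n = 3) in MLL::ENL tumors, a log2 fold change of 2.86 (standard error 0.32, adjusted p = 0.036 from edgeR), a call lost without MLL::AF9 2, MLL::AF9 42, MLL::ENL NO, MLL::ENL RL or MLL::ENL L (adjusted p 0.058 to 0.33). The only other gene called between the models was Gm9008, at 18.7 ± 9.71 CPM (SD, n = 3) and 0.0174 ± 0.0301 CPM (SD, n = 3). It had a log2 fold change of 9.48 (standard error 1.04, adjusted p = 0.036 from edgeR), a call lost without any library but Cbfb::MYH11 30, Cbfb::MYH11 27, MLL::AF9 2 and MLL::AF9 47 (adjusted p 0.057 to 0.33). Gm9008 is an unnamed gene model that may share reads with other loci, so its level is uncertain, and unlike Dpp4 it has too few counts in MLL::ENL for the rule that chose the named genes and is named because the count was this small. No gene was lower in MLL::AF9 than in MLL::ENL tumors.

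The count of 2 genes by edgeR was 116 without MLL::AF9 47, 0 without MLL::ENL NO, 0 without MLL::ENL RL and 0 without MLL::ENL L. At an unadjusted p under 0.05 the same comparison gave 1508 genes, 1067 of them higher and 441 lower in MLL::AF9, at adjusted p under 0.05 DESeq2 gave 505 genes and limma on log2(FPKM + 1) 14.

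No member of any gene list passed between the models by edgeR. All 18 genes of neutrophil maturation had a log2 fold change above 0, with a median of 1.11 (3 at unadjusted p under 0.05, 1 by DESeq2 and 0 by limma, and none when adjusted over the list alone), and camera placed the list above the other genes (adjusted p = 7.7e-05, and 1.7e-14 to 0.10 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.61). The list's median log2 CPM was 10.59 in MLL::ENL NO, above every MLL::AF9 tumor (10.48, 8.24 and 9.58), and 7.82 and 7.46 in the other MLL::ENL tumors. Of 10 genes of dendritic cells and MHC class II, 7 were higher in MLL::AF9 when adjusted over the list alone, with a median log2 fold change of 4.18 (7 at unadjusted p under 0.05, 6 by DESeq2 and 0 by limma). Camera placed the genes of dendritic cells and MHC class II above the other genes (adjusted p = 1.7e-10, and 2.5e-15 to 2.7e-07 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.43). Of 13 T cell genes, 8 were higher when adjusted over the list alone, with a median of 3.49 (10 at unadjusted p under 0.05, 7 by DESeq2 and 0 by limma). Camera placed the T cell genes above the other genes (adjusted p = 1.1e-05, and 1.1e-09 to 0.10 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.55). Of 20 interferon-stimulated genes, 5 were higher in the same way, with a median of 1.93 (7 at unadjusted p under 0.05, 4 by DESeq2 and 0 by limma). Camera placed the interferon-stimulated genes above the other genes (adjusted p = 8.8e-06, and 4.9e-12 to 0.16 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.55). In the last 3 lists MLL::AF9 2 stood above the rest. The median log2 CPM of dendritic and MHC class II genes was 4.55 there, against 2.75 and 2.58 in the other MLL::AF9 tumors and 0.95, 0.23 and 1.06 in MLL::ENL. In the same order it was 5.17, −1.11, 1.79, 0.76, −0.18 and −0.65 for T cell genes and 4.67, 1.84, 2.07, 1.27, 1.10 and 1.80 for interferon-stimulated genes. Of 18 MLL fusion targets, 1 was higher and 4 were lower in MLL::AF9 when adjusted over the list alone, with a median of −0.85 (6 at unadjusted p under 0.05, 3 by DESeq2 and 0 by limma). Camera placed the MLL fusion targets below the other genes (adjusted p = 2.5e-05, and 8.9e-08 to 0.0013 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.55). In MLL::AF9 against MLL::ENL, camera placed above the other genes the monocyte (adjusted p = 4.6e-04, up to 0.090 over its alternatives), B cell (adjusted p = 2.2e-04, up to 0.024 over its alternatives), NK cell (adjusted p = 6.4e-04, up to 0.44 over its alternatives) and immediate early lists (adjusted p = 0.0062, up to 0.50 over its alternatives), all lost with an estimated correlation (adjusted p 0.55 to 0.61). MLL::AF9 2 stood above the other MLL tumors here too. Median log2 CPM of NK cell genes was 3.14 there, against −1.03 and −0.47 in MLL::AF9 47 and 42 and −3.14, −1.84 and −0.94 in MLL::ENL. For B cell genes it was 7.46, against 1.06 and 5.42 and 3.74, 0.37 and −0.60. In the same comparison, camera placed below the other genes the respiratory chain (adjusted p = 8.8e-06, up to 0.0058 over its alternatives), mitochondrial ribosomal proteins (adjusted p = 2.8e-08, up to 4.3e-05 over its alternatives), protein import (adjusted p = 2.7e-04, up to 0.0056 over its alternatives) and the spliceosome (adjusted p = 6.4e-04, up to 0.024 over its alternatives), all lost with an estimated correlation (adjusted p 0.55 to 0.61). Also there, camera placed below the other genes cell division (adjusted p = 9.1e-04, up to 0.16 over its alternatives), erythroid genes (adjusted p = 1.0e-03, up to 0.73 over its alternatives), beta-oxidation (adjusted p = 0.0062, up to 0.11 over its alternatives), the TCA cycle (adjusted p = 0.041, up to 0.50 over its alternatives) and genes associated with CBFB::MYH11 (adjusted p = 0.024, up to 0.49 over its alternatives), all lost with an estimated correlation (adjusted p 0.55 to 0.61). Hoxa9 had a log2 fold change of −0.88 that did not pass (adjusted p = 0.79 from edgeR).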

Taken together, the RNA-seq results identified genes that were differentially expressed within the AML translocations and revealed more similar patterns of RNA expression among MLL translocations.

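Compared directly with Cbfb::MYH11 tumors, the MLL tumors had 1959 genes higher and 1858 lower. By their labels the MLL tumors were selected by Mac1, Gr1 and cKit and Cbfb::MYH11 27 by cKit. The label of the other Cbfb::MYH11 tumor names cKit with an unclear sign. The paper instead describes purification of the tumors with antibodies to cKit, Gr1 and Mac1 and sets no model apart. Whether selection differed between the models is therefore uncertain. If the labels hold, this comparison does not separate selection from translocation, least of all for Itgam, which encodes a chain of Mac1. Itgam had a log2 fold change of 6.15 (standard error 0.70, adjusted p = 3.2e-04 from edgeR). Csf3r, the receptor for granulocyte colony-stimulating factor, had one of 5.11 (standard error 0.61, adjusted p = 4.2e-04) from edgeR. Ms4a2 was lower in the MLL tumors, at 1.49 ± 0.914 CPM (SD, n = 6), with a log2 fold change of −9.09 (standard error 0.45, adjusted p = 7.6e-06 from edgeR). Gata2, a transcription factor of stem cells and mast cells, was also lower, with one of −4.73 (standard error 0.98, adjusted p = 0.0075) from edgeR, a call lost without Cbfb::MYH11 27 (adjusted p 0.055) and by DESeq2.

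Of the 18 genes of neutrophil maturation, 16 were higher in the MLL tumors and none was lower (18 higher when adjusted over the list alone). That count was 6 without Cbfb::MYH11 27, and 7 without Cbfb::MYH11 30. Camera placed the genes of neutrophil maturation above the other genes (adjusted p = 2.9e-10, and 1.1e-16 to 4.0e-09 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.66). Of the 10 primary granule and progenitor genes 9 were higher (9 when adjusted over the list alone). That count was 5 without Cbfb::MYH11 27. Of the 16 monocyte genes 11 were higher and 1 lower (12 higher and 1 lower when adjusted over the list alone). These counts were 3 without Cbfb::MYH11 30, and 4 without Cbfb::MYH11 27 for higher and 2 without MLL::AF9 42 for lower. Of the 18 stem and progenitor markers 3 were higher and 4 lower (4 higher and 4 lower when adjusted over the list alone). The higher count was 0 without Cbfb::MYH11 30, 1 without Cbfb::MYH11 27, and 5 without MLL::AF9 2 or MLL::AF9 47. Of the 18 MLL fusion targets 6 were higher and 1 lower (6 higher and 1 lower when adjusted over the list alone). The higher count was 2 without Cbfb::MYH11 27, and 3 without Cbfb::MYH11 30. Of the 9 genes associated with CBFB::MYH11 1 was higher and 6 were lower (1 higher and 7 lower when adjusted over the list alone). Of the 8 mast cell and basophil genes 4 were lower and none was higher (5 lower when adjusted over the list alone). Camera placed the mast cell and basophil genes below the other genes (adjusted p = 2.9e-10, and 2.1e-12 to 3.2e-05 over its alternatives), a call kept with an estimated correlation between genes (adjusted p = 0.024). Of the 15 erythroid genes 6 were lower (6 when adjusted over the list alone). That count was 12 without MLL::AF9 42. Interferon-stimulated genes had 6 of 20 higher (7 when adjusted over the list alone). That count was 2 without Cbfb::MYH11 27. Glycolysis had 8 of 21 higher and 4 lower (8 higher and 4 lower when adjusted over the list alone). The higher count was 2 without Cbfb::MYH11 30. Ribosome biogenesis had 6 of 18 lower (6 when adjusted over the list alone). That count was 0 without Cbfb::MYH11 27, and 1 without Cbfb::MYH11 30. Cytosolic ribosomal proteins had 13 of 79 lower (3 when adjusted over the list alone). That count was 1 without Cbfb::MYH11 27, 5 without MLL::ENL RL, 7 without Cbfb::MYH11 30, and 8 without MLL::AF9 47, MLL::ENL NO or MLL::ENL L. Among the 20 genes of cell division none passed by edgeR (2 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma). Against the Cbfb::MYH11 tumors, camera placed above the other genes the primary granule (adjusted p = 1.7e-06, up to 2.8e-04 over its alternatives), monocyte (adjusted p = 0.0037, up to 0.024 over its alternatives), MLL target (adjusted p = 0.035, up to 0.097 over its alternatives) and interferon lists (adjusted p = 0.0037, up to 0.010 over its alternatives), all lost with an estimated correlation (adjusted p 0.66). On the other side, camera placed below the other genes the list associated with CBFB::MYH11 (adjusted p = 7.2e-04, up to 0.0045 over its alternatives), erythroid genes (adjusted p = 1.7e-04, up to 0.0013 over its alternatives), ribosome biogenesis (adjusted p = 0.0010, up to 0.0052 over its alternatives) and cytosolic ribosomal proteins (adjusted p = 3.7e-05, up to 0.019 over its alternatives), all lost with an estimated correlation (adjusted p 0.66 to 0.67).

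Across tested genes, log2 fold changes against WT cKit+ cells in MLL::AF9 and MLL::ENL had a Pearson r of 0.737 and a Spearman rho of 0.710. For Cbfb::MYH11 and MLL::AF9 these were 0.242 and 0.178, and for Cbfb::MYH11 and MLL::ENL 0.287 and 0.238. Genes are not independent replicates, and the shared WT libraries alone gave simulated unchanged groups an r of 0.629, 0.562 and 0.562 in the same order. The covariance was 2.59, 1.05 and 1.26, against 0.444, 0.441 and 0.442 simulated, so part of each value may come from the shared controls. Genes called in opposite directions numbered 0 between the MLL models, 39 between Cbfb::MYH11 and MLL::AF9 and 43 between Cbfb::MYH11 and MLL::ENL. The count of 3817 genes between the MLL and Cbfb::MYH11 tumors was 2213 without Cbfb::MYH11 30 and 1452 without Cbfb::MYH11 27. From the clustering of the MLL tumors and the genes they share, the paper proposes that these subtypes are more alike, and from only 149 higher genes in common it proposes heterogeneity among them. It concludes that RNA expression is more similar among the MLL translocations (Fig. 1B–E).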

### TMT-Labeled MS identifies differentially expressed proteins among AML translocations CBFB::MYH11 (Inv(16)), MLL::AF9, and MLL::ENL

We next evaluated the proteome of the AML mouse tumors. Quantitative mass spectrometry analysis identified 28,708 unique peptides representing 4743 proteins of which 4312 were quantifiable. Only proteins with three or more unique peptides were considered for analysis and of these, 797 were either upregulated or downregulated in at least one of the AML translocations compared to WT. PCA analysis between each translocation found that tumor samples from *MLL::AF9* and *MLL::ENL* clustered separately, indicating a greater level of distinction in expression pattern at the protein level (Fig. 2A). Protein comparison revealed 9 downregulated and 34 upregulated proteins shared among all three translocations, suggesting a greater level of similarity at the protein level for multiple AML translocations (Supplementary Tables 2 and 3). We further compared protein expression of each translocation to WT using volcano plots and found that MLL translocations shared a similar pattern of protein expression when compared to WT for proteins that were upregulated (*p* < 0.05, fold change ≥1.5) or downregulated (*p* < 0.05, fold change ≤0.5) (Fig. 2B–D). Differentially expressed proteins overall clustered by AML translocation (Fig. 2E). These results revealed a contrastingly different pattern of protein expression when comparing each AML translocation as well as identified commonly upregulated and downregulated proteins of interest.

**Fig. 2:**
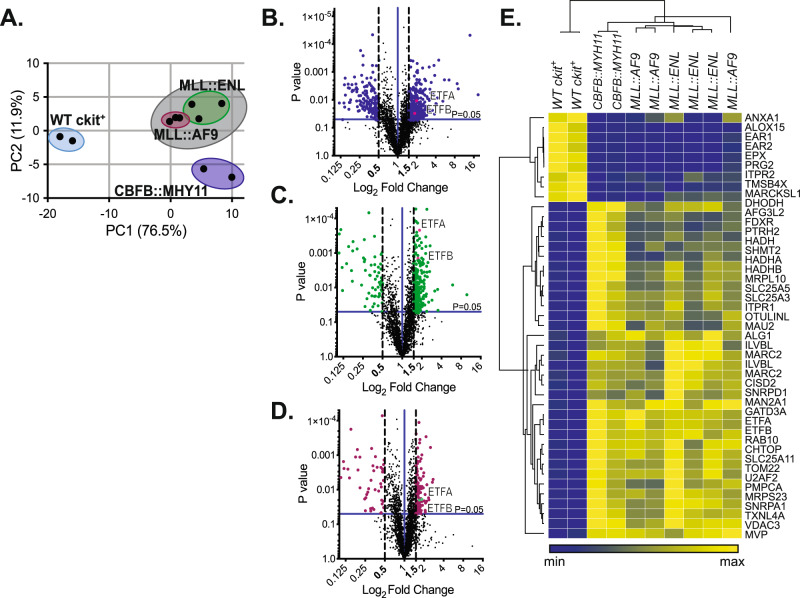
TMT-Labeled MS identifies differentially expressed proteins among AML translocations *CBFB::MYH11*, *MLL::AF9*, and *MLL::ENL*. **A** Principal component analysis of WT cKit^+^ cells compared to *MLL::AF9*, *MLL::ENL*, and *CBFB::MYH11* tumors. Volcano plots showing fold change of expressed proteins from **B** *CBFB::MYH11* (Inv(16)), **C** *MLL::ENL*, and **D** *MLL::AF9* tumors compared to WT cKit^+^ cells. **E** Heatmap with hierarchical clustering of the significantly upregulated (*p* < 0.05, ≥1.5-fold increase over WT) and downregulated (*p* < 0.05, ≤0.5-fold decrease from WT) proteins.

### Comparison of RNA and protein expression reveals differentially expressed proteins shared among data sets

In order to fully compare between genes and proteins expressed among AML translocations, we compared total number of identified proteins with total number of RNA transcripts and found an overlap of 2,729 proteins. Moreover, we compared total number of differentially expressed proteins with differentially expressed genes and interestingly found that 42 proteins were not differentially expressed at the RNA level (Fig. 3A). Of these 42 differentially expressed proteins, we found that 34 were upregulated and 8 were downregulated in all three translocations. 

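RNA of Itpr1, a calcium channel of the endoplasmic reticulum, was higher in Cbfb::MYH11 tumors than in WT cKit+ cells, at 80.6 ± 39.9 CPM (SD, n = 2) against 12.7 ± 5.22 CPM (SD, n = 2), a log2 fold change of 2.66 (standard error 0.60, adjusted p = 0.023 from edgeR), a call lost without WT 1, WT 2 or Cbfb::MYH11 30 (adjusted p 0.072 to 0.19). Otulinl, listed under its older symbol Fam105a, was also higher there, with a log2 fold change of 1.95 (standard error 0.39, adjusted p = 0.014 from edgeR), a call lost without WT 1, WT 2 or Cbfb::MYH11 27 (adjusted p 0.052 to 0.091). Vdac3, a channel of the outer mitochondrial membrane, was lower in MLL::AF9 tumors, with a log2 fold change of −1.01 (standard error 0.23, adjusted p = 0.048 from edgeR), a call lost without any library but MLL::ENL NO (adjusted p 0.062 to 0.32). Txnl4a, a splicing factor of the U5 particle, was lower in MLL::ENL tumors, with a log2 fold change of −1.42 (standard error 0.24, adjusted p = 0.024 from edgeR), a call lost without WT 1, WT 2, MLL::ENL RL or MLL::ENL L (adjusted p 0.066 to 0.19).

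RNA of all 34 proteins that Supplementary Table 2 lists as overexpressed was tested. Of these genes 2 were higher in Cbfb::MYH11, 1 was lower in MLL::AF9 and 1 lower in MLL::ENL tumors, 30 passed in no model and none was higher in all 3. At unadjusted p under 0.05 in edgeR, 7 were higher and 0 lower in Cbfb::MYH11, 5 and 10 in MLL::AF9 and 3 and 5 in MLL::ENL. By DESeq2 these were 3 and 0, 3 and 5, and 2 and 1, and by limma 2 and 0, 2 and 0, and 0 and 0. In simulated data with fewer changed genes than were called here, edgeR recovered at most 2% of genes changed 2-fold. That share may understate the power in the real data, but the lack of a call does not show unchanged RNA. Adjusted over the list alone, 2 were higher in Cbfb::MYH11, 2 higher and 5 lower in MLL::AF9 and 1 lower in MLL::ENL, and since the study chose the list on these samples this is not independent evidence. The Cbfb::MYH11 count was 0 without WT 1, and 1 without WT 2, Cbfb::MYH11 30 or Cbfb::MYH11 27. For Cbfb::MYH11, camera placed the list above the other genes (adjusted p = 0.045, and 0.0056 to 0.18 over its alternatives), a call lost with an estimated correlation between genes (adjusted p = 0.72). Against the Cbfb::MYH11 tumors, the MLL tumors had 10 of the 34 lower and none higher (12 lower when adjusted over the list alone). That count was 1 without Cbfb::MYH11 27, 2 without Cbfb::MYH11 30, and 6 without MLL::ENL RL. There, camera placed below the other genes the 34 (adjusted p = 0.0059, up to 0.042 over its alternatives), a call lost with an estimated correlation (adjusted p 0.66).

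The median log2 ratio of mean TPM of the 34 genes was 1.00, 0.43 and 0.55 in Cbfb::MYH11, MLL::AF9 and MLL::ENL, against 0.64, 0.77 and 0.68 for all tested genes. On the TMM scale the medians of the 34 were 0.23, −0.32 and −0.13, so the direction in the MLL models depends on the scale. The ratio of mean TPM was above 1 in all 3 models for 27 of the 34 genes and the TMM fold for 7, and at least 1.5 in all 3 for 12 and 4.

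**Figure D2:**
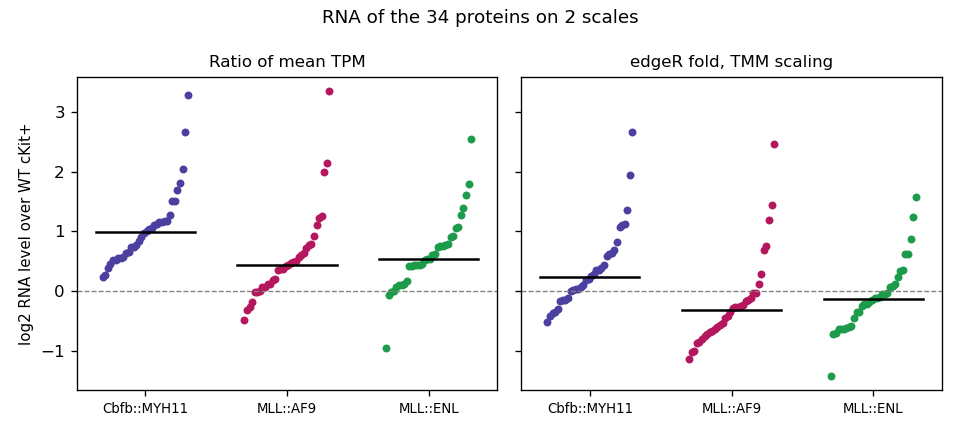
Log2 ratio of tumor over WT cKit+ RNA for each of the 34 genes in each model, as the ratio of mean TPM and on the TMM scale, with a point per gene and a black line at the median. The medians lie at 1.00 by TPM and 0.23 by TMM in Cbfb::MYH11.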

The 34 upregulated proteins were associated with a number of pathways, including RNA splicing and mitochondrial processes (Fig. 3B, Supplementary Tables 2–4) [35]. 

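Decr1, a reductase of the beta-oxidation of unsaturated fatty acids, was higher in Cbfb::MYH11 tumors than in WT cKit+ cells, with a log2 fold change of 3.53 (standard error 0.43, adjusted p = 0.0015 from edgeR). It was the only gene of 20 of fatty acid beta-oxidation and electron transfer flavoprotein that passed there, and none passed by edgeR in MLL::AF9 (5 at unadjusted p under 0.05, 2 by DESeq2 and 0 by limma) or MLL::ENL tumors (2 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma). Adjusted over the list alone, 1 was higher in Cbfb::MYH11 and 2 were lower in MLL::AF9. Camera placed the beta-oxidation list below the other genes in MLL::AF9 (adjusted p = 0.023, up to 0.38 over its alternatives). The beta-oxidation list lost this call with an estimated correlation between genes (adjusted p = 0.50 from camera). Of 76 nuclear genes of the respiratory chain and ATP synthase, 5 were lower in MLL::AF9 and 1 in MLL::ENL tumors and none was higher (34 and 1 lower when adjusted over the list alone). These counts were 0 without WT 1, 1 without MLL::AF9 47, MLL::AF9 42 or MLL::ENL RL, and 2 without WT 2, in MLL::AF9 and 0 without any library but Cbfb::MYH11 30, Cbfb::MYH11 27, MLL::AF9 2 and MLL::AF9 47 in MLL::ENL. Camera placed the respiratory chain list below the other genes in MLL::AF9 (adjusted p = 6.5e-15, up to 2.4e-05 over its alternatives) and MLL::ENL (adjusted p = 1.4e-06, up to 0.44 over its alternatives). The respiratory chain list lost these calls with an estimated correlation between genes (adjusted p = 0.41 and 0.62 from camera). None of them passed in Cbfb::MYH11 tumors by edgeR (7 at unadjusted p under 0.05, 0 by DESeq2 and 1 by limma). No gene of the 13 that the mitochondrial genome encodes passed by edgeR in Cbfb::MYH11 (5 at unadjusted p under 0.05, 3 by DESeq2 and 4 by limma), MLL::AF9 (5 at unadjusted p under 0.05, 5 by DESeq2 and 2 by limma) or MLL::ENL tumors (8 at unadjusted p under 0.05, 8 by DESeq2 and 5 by limma), and 8 were higher in MLL::ENL when adjusted over the list alone. Their median log2 fold changes were 2.19, 2.13 and 2.61. Median log2 CPM of these genes was 12.81 in MLL::AF9 2 and 12.59 in MLL::ENL NO, against 10.06 to 11.33 in the other MLL tumors and 9.25 and 9.71 in WT. Camera placed the mitochondrial genome list above the other genes in Cbfb::MYH11 (adjusted p = 9.1e-04, up to 0.0033 over its alternatives), MLL::AF9 (adjusted p = 5.9e-04, up to 0.045 over its alternatives) and MLL::ENL (adjusted p = 6.2e-06, up to 5.2e-04 over its alternatives). The mitochondrial genome list lost these calls with an estimated correlation between genes (adjusted p = 0.66, 0.51 and 0.60 from camera). Of 78 mitochondrial ribosomal protein genes, 2 were lower in MLL::AF9 and 1 in MLL::ENL tumors (37 and 1 when adjusted over the list alone). These counts were 0 without WT 1, MLL::AF9 47, MLL::AF9 42 or MLL::ENL RL, and 1 without WT 2, Cbfb::MYH11 30, Cbfb::MYH11 27 or MLL::ENL L, in MLL::AF9 and 0 without any library but WT 2, MLL::AF9 2 and MLL::AF9 47 in MLL::ENL. None passed in Cbfb::MYH11 by edgeR (7 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma). Camera placed the mitochondrial ribosomal list below the other genes in MLL::AF9 (adjusted p = 3.2e-13, up to 1.8e-05 over its alternatives) and MLL::ENL (adjusted p = 4.0e-04, up to 0.46 over its alternatives). The mitochondrial ribosomal list lost these calls with an estimated correlation between genes (adjusted p = 0.39 and 0.62 from camera). None of 23 genes of mitochondrial protein import passed by edgeR in Cbfb::MYH11 (3 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma), MLL::AF9 (13 at unadjusted p under 0.05, 6 by DESeq2 and 0 by limma) or MLL::ENL (4 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma), and 9 were lower in MLL::AF9 when adjusted over the list alone. Camera placed the protein import list below the other genes in MLL::AF9 (adjusted p = 5.1e-06, up to 0.0080 over its alternatives) and MLL::ENL (adjusted p = 0.032, up to 0.59 over its alternatives). The protein import list lost these calls with an estimated correlation between genes (adjusted p = 0.39 and 0.62 from camera).

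Of 21 genes of the TCA cycle and pyruvate dehydrogenase, 1 was higher in Cbfb::MYH11 (none when adjusted over the list alone). That count was 0 without any library but MLL::AF9 2, MLL::AF9 47 and MLL::ENL NO. None passed by edgeR in MLL::AF9 (8 at unadjusted p under 0.05, 2 by DESeq2 and 0 by limma) or MLL::ENL tumors (3 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma). Camera placed the TCA cycle list below the other genes in MLL::AF9 (adjusted p = 4.9e-04, up to 0.15 over its alternatives) and MLL::ENL (adjusted p = 0.038, up to 0.68 over its alternatives). The TCA cycle list lost these calls with an estimated correlation between genes (adjusted p = 0.41 and 0.62 from camera). Of 14 genes of serine and one-carbon metabolism, 1 was higher in Cbfb::MYH11, 1 lower in MLL::AF9 and 1 lower in MLL::ENL tumors, also when adjusted over the list alone. These were 0 without WT 1, WT 2 or Cbfb::MYH11 27, and 2 without MLL::ENL NO in Cbfb::MYH11, 0 without any library but Cbfb::MYH11 30, Cbfb::MYH11 27, MLL::AF9 47 and MLL::ENL NO in MLL::AF9 and 0 without any library but MLL::AF9 2, MLL::AF9 47 and MLL::AF9 42 in MLL::ENL. Camera placed the serine and one-carbon list below the other genes in MLL::AF9 (adjusted p = 0.0077, up to 0.10 over its alternatives). The serine and one-carbon list lost this call with an estimated correlation between genes (adjusted p = 0.45 from camera). Of 50 spliceosome genes, 1, Txnl4a, was lower in MLL::ENL tumors, also when adjusted over the list alone, or 0 without WT 1, WT 2, MLL::ENL RL or MLL::ENL L, and none passed by edgeR in Cbfb::MYH11 (4 at unadjusted p under 0.05, 1 by DESeq2 and 0 by limma) or MLL::AF9 tumors (17 at unadjusted p under 0.05, 5 by DESeq2 and 0 by limma). Camera placed the spliceosome list below the other genes in MLL::AF9 (adjusted p = 4.9e-04, up to 0.19 over its alternatives). The spliceosome list lost this call with an estimated correlation between genes (adjusted p = 0.42 from camera).

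Against Cbfb::MYH11 tumors, the MLL tumors had 7 genes of serine and one-carbon metabolism lower (8 when adjusted over the list alone). That count was 4 without Cbfb::MYH11 27. They had 7 TCA cycle genes lower (8). That count was 1 without Cbfb::MYH11 27. Mitochondrial import had 9 lower (9). That count was 0 without Cbfb::MYH11 27, 3 without Cbfb::MYH11 30, and 5 without MLL::AF9 42. The respiratory chain had 11 lower (10). That count was 0 without Cbfb::MYH11 27. Mitochondrial ribosomal proteins had 1 higher and 13 lower (0 and 5). These counts were 0 without Cbfb::MYH11 30, Cbfb::MYH11 27 or MLL::ENL RL, for higher and 1 without Cbfb::MYH11 27, and 6 without Cbfb::MYH11 30 or MLL::AF9 42 for lower. The spliceosome had 4 lower (1). That count was 1 without Cbfb::MYH11 30, Cbfb::MYH11 27 or MLL::AF9 42, and 2 without MLL::ENL NO. Beta-oxidation had 2 lower (2), a count of 1 without Cbfb::MYH11 30 or Cbfb::MYH11 27, and 4 without MLL::ENL NO. Values in parentheses are again adjusted over the list alone. In this comparison, camera placed below the other genes serine and one-carbon metabolism (adjusted p = 6.5e-04, up to 0.0020 over its alternatives), the TCA cycle (adjusted p = 0.0070, up to 0.042 over its alternatives) and protein import (adjusted p = 0.0086, up to 0.035 over its alternatives), all lost with an estimated correlation (adjusted p 0.66). There too, camera placed below the other genes the respiratory chain (adjusted p = 0.018, up to 0.10 over its alternatives), mitochondrial ribosomal proteins (adjusted p = 0.010, up to 0.058 over its alternatives) and beta-oxidation (adjusted p = 0.035, up to 0.17 over its alternatives), all lost with an estimated correlation (adjusted p 0.66 to 0.74).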

We further investigated the upregulated proteins identified to examine cellular locations, expression levels, and previously found associations with leukemia (Supplementary Tables 3 and 4). Two novel electron transport proteins: electron transfer flavoprotein subunit α and β (ETFA and ETFB) were significantly overexpressed in tumors from all three AML translocations while their transcripts were unaltered. These findings reveal a set of proteins that are altered distinctly at the proteomic level, with many that are significantly upregulated and participate in key regulatory processes of the cell.

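Etfa and Etfb encode the subunits of the flavoprotein that carries electrons from fatty acid oxidation to the respiratory chain, and lie on chromosome 9 from 55454508 to 55512243 and chromosome 7 from 43444083 to 43457800. Etfa RNA was at 107 ± 10.7 CPM (SD, n = 2) in WT cKit+ cells, 115 ± 16.8 CPM (SD, n = 2) in Cbfb::MYH11, 84.0 ± 21.1 CPM (SD, n = 3) in MLL::AF9 and 92.6 ± 12.4 CPM (SD, n = 3) in MLL::ENL tumors. Its log2 fold change was 0.10 (95% interval −0.56 to 0.77, adjusted p = 0.87 from edgeR) in Cbfb::MYH11, −0.35 (95% interval −0.96 to 0.25, adjusted p = 0.45 from edgeR) in MLL::AF9 and −0.21 (95% interval −0.82 to 0.39, adjusted p = 0.68 from edgeR) in MLL::ENL. Etfb RNA was at 318 ± 38.7 CPM (SD, n = 2) in WT cKit+ cells, 251 ± 3.86 CPM (SD, n = 2) in Cbfb::MYH11, 174 ± 30.2 CPM (SD, n = 3) in MLL::AF9 and 348 ± 4.91 CPM (SD, n = 3) in MLL::ENL tumors. Its log2 fold change was −0.35 (95% interval −0.91 to 0.22, adjusted p = 0.42 from edgeR) in Cbfb::MYH11, −0.87 (95% interval −1.38 to −0.36, adjusted p = 0.069 from edgeR) in MLL::AF9 and 0.13 (95% interval −0.39 to 0.65, adjusted p = 0.79 from edgeR) in MLL::ENL. Etfdh, the dehydrogenase that takes the electrons on, had 0.25, −0.24 and −0.08 in the same order.

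Neither Etfa nor Etfb passed by edgeR, and neither did without any 1 library. By DESeq2, Etfb was lower in MLL::AF9 tumors, with −0.85 (adjusted p = 0.0085 from DESeq2). As log2(TPM + 1) in limma, the values were 0.77, 0.29 and 0.43 for Etfa and 0.52, −0.26 and 0.78 for Etfb, none of which passed. Compared with edgeR the sign turned for Etfa in both MLL models and for Etfb in Cbfb::MYH11, and stayed in the other 3 cases. On that scale the median log2 fold change of all genes was itself 0.53, 0.54 and 0.52 in Cbfb::MYH11, MLL::AF9 and MLL::ENL. Set against that median, both genes lay on the side that their edgeR signs give in all 3 models. In simulated data with these libraries, edgeR recovered at most 2% of genes changed 2-fold. Fewer genes were changed there than were called here, which makes an adjusted p harder to pass. The changed genes were drawn at random, not by a spread like that of Etfa and Etfb. The 2% is therefore no measure of power for these 2 genes. The intervals rather than the lack of a call limit the size of a change.

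**Figure D3:**
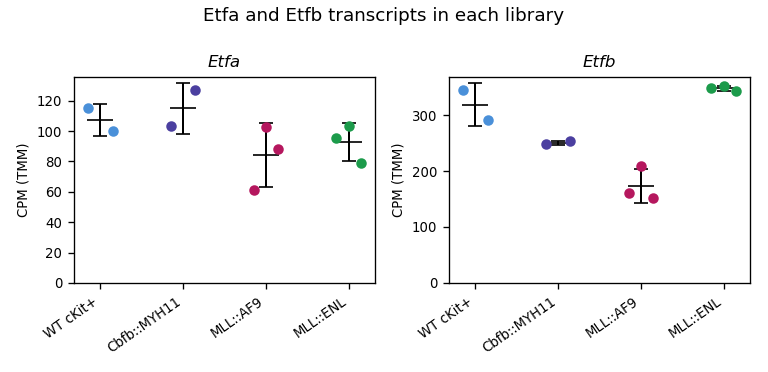
Etfa and Etfb RNA in each library, in CPM, with a point per library and bars for the mean and SD of each group. Etfb lies between 152 and 208 CPM in MLL::AF9 and between 291 and 346 CPM in WT cKit+ cells.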

**Fig. 3:**
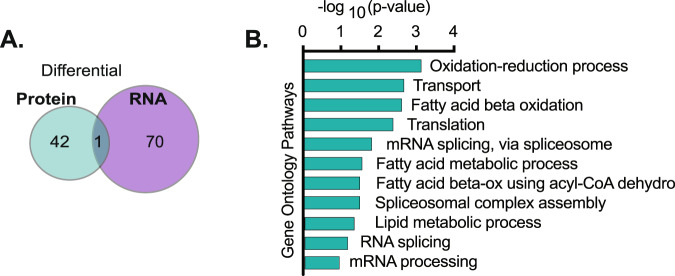
Comparison of RNA and protein expression reveals 42 differentially expressed proteins shared among AML translocations. **A** Combined MS and RNA-seq data comparing overlap of total differentially expressed proteins and genes. **B** Gene ontology analysis showing pathways known to be associated with significantly upregulated (*p* < 0.05, ≥1.3-fold change) proteins using DAVID bioinformatics database.

### Electron transfer proteins ETFA and ETFB are differentially expressed as proteins, but are unaltered in RNA-seq and RNA patient data

ETFA and ETFB are heterodimeric mitochondrial proteins that form a complex with one flavin adenine dinucleotide (FAD) and one adenosine monophosphate (AMP) [36] to complete the electron transfer flavoprotein (ETF). They are involved in mitochondrial fatty acid and amino acid metabolism by transferring electrons between flavoprotein dehydrogenases. Rare biallelic mutations in *ETFA* and *ETFB* seen in infants to young adults are associated with multiple acyl-CoA dehydrogenase (MADD) deficiencies [37]. MADD is a heterogenous disorder that ranges from infant lethality to late onset with mild phenotype. ETFA and ETFB have not previously been associated with AML; however, AML cells have increased mitochondrial mass and low respiratory chain activity leading them to be sensitive to mitochondrial stress [38]. In addition, the electron transport chain (ETC) complex I has been targeted in AML therapeutics [39, 40]. Validation of RNA and protein expression in mouse tumors confirmed that both ETFA and ETFB show high protein expression but no difference at the RNA level compared to WT cKit^+^ cells (Fig. 4A, B). Patient-derived AML cell lines HL-60, MOLM-13, and KASUMI-1 were compared with cKit^+^ lysate for protein expression of ETFA and ETFB (Fig. 4B). Analysis of patient data from the Leukemia MILE study revealed similar findings to mouse RNA-seq and showed that in adults, most AML subsets have either no significant difference or even significantly decreased gene expression of *ETFA and ETFB* compared to healthy bone marrow (Fig. 4C) [29]. As AML is the second most common childhood leukemia, we utilized the TARGET pediatric study to analyze *ETFA and ETFB* expression and again found down-regulation or no significant change of *ETFA and ETFB* in most subtypes of AML (Supplementary Fig. 2A) [4]. Expression of *ETFA* did not correlate with the probability of patient survival; however, both adult and pediatric patients with high *ETFB* expression had poor survival (Fig. 4D, Supplementary Fig. 2B). A cohort of 5 primary human AML samples ranging from M0-M4 also exhibited low expression of *ETFA* by RNA but high expression at the protein level (Fig. 4E, F). These findings suggest similar patterns of expression of ETFA and ETFB proteins across multiple translocations of human AML and further support the idea that ETFA and ETFB may be potential therapeutic targets in AML.

**Fig. 4:**
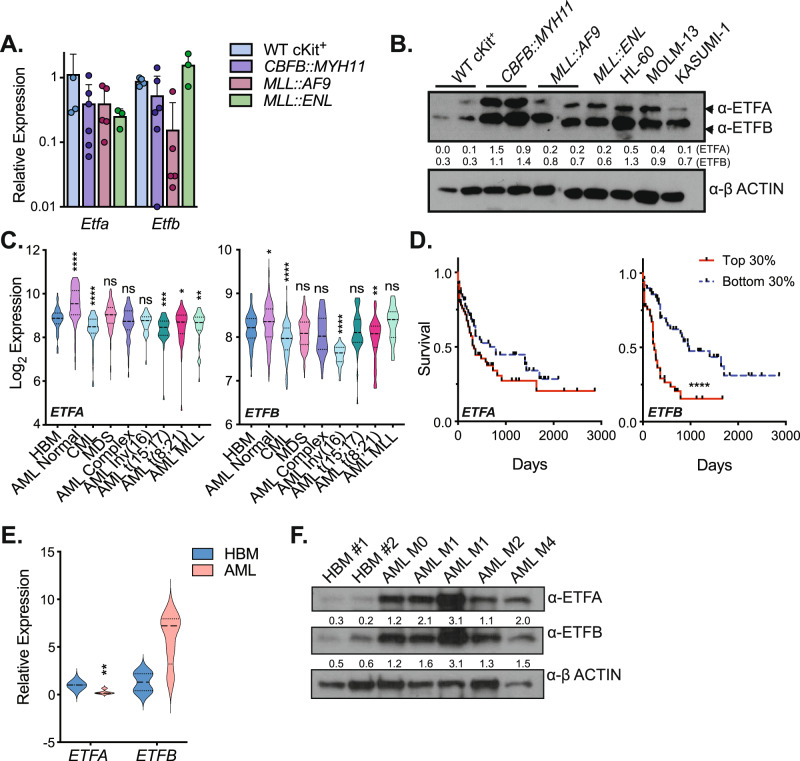
Electron transfer proteins ETFA and ETFB are differentially expressed as proteins but are unaltered as RNA. **A** qRT-PCR for mRNA expression of *Etfa* and *Etfb* in AML mouse tumors (*n* = 3–6). **B** Western blot probing for ETFA and ETFB in mouse AML tumors and in patient-derived AML cell lines compared with mouse cKit^+^ WT BM lysate. **C** *ETFA* and *ETFB* gene expression analysis of patient samples from the MILE study. **D** Overall survival from TCGA AML patient dataset analyzing patients with the highest 30% and lowest 30% of *ETFA* and *ETFB* expression. **E** qRT-PCR and **F** western blot from 2 independent human BM samples and 5 primary patient AML samples (Supplementary Table 1). (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns non-significant).

### Silencing of ETF leads to mitochondrial stress

Consistent with the localization of mitochondrial protein TOM20 in HELA cells, ETFA and ETFB proteins are localized to mitochondria (Supplementary Fig. 3A, B). In order to determine the role of ETFA and ETFB expression in AML, we utilized shRNA expressing lentivirus in MOLM-13 and HL-60 AML cell lines. MOLM-13 cells have the *MLL::AF9* translocation whereas HL-60 cells do not contain common AML translocations [41–43]. ETFA and ETFB are heterodimers and, interestingly, silencing of either component led to decreased expression at both the RNA and protein level suggesting they may be regulated transcriptionally and post-transcriptionally in a dependent manner (Fig. 5A, B; Supplementary Figs. 3C–E and 4A). Silencing of *ETFA* and *ETFB* in MOLM-13 cells did not alter mitochondrial localization or expression of TOM20 (Fig. 5A). To determine if depletion of *ETFA* altered mitochondrial ultrastructure, we performed electron microscopy in MOLM-13 *ETFA* and *ETFB* knockdown cells. In mitochondria silenced for *ETFA or ETFB*, we observed a high frequency of damaged mitochondria (as indicated by arrows) (Fig. 5C).

**Fig. 5:**
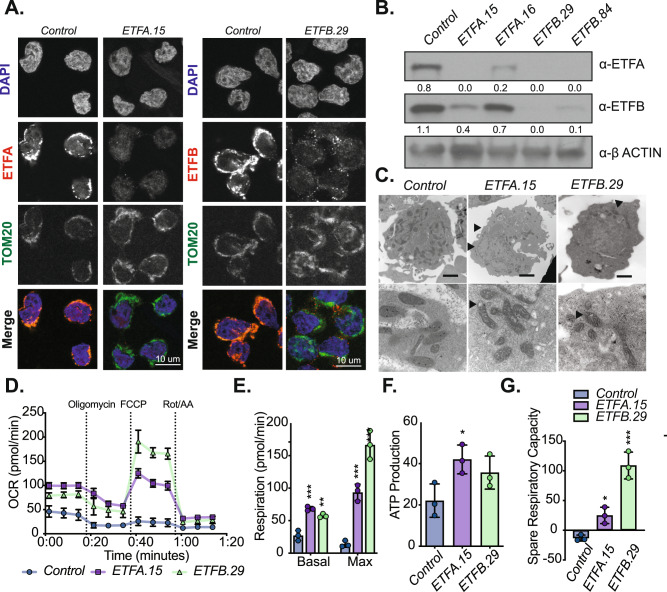
Inhibition of *ETFA* and *ETFB* leads to mitochondrial stress. **A–G** MOLM-13 cells were lentivirally infected with shRNAs targeting *ETFA* and *ETFB* or non-targeting control, and analyzed 72 hours post puromycin selection. Changes in expression analyzed by **A** immunofluorescence with mitochondrial protein, TOM20, and **B** western blot of ETFA and ETFB. **C** Electron microscopy following silencing of *ETFA* and *ETFB*. Analysis of changes in **D** oxygen consumption rate (OCR), **E** basal and maximum respiration rate, **F** ATP production, and **G** spare respiratory capacity by seahorse following knockdown of either *ETFA* or *ETFB*. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

We next asked whether knockdown of *ETFA* and *ETFB* alters mitochondrial function. To evaluate mitochondrial metabolism, we performed Seahorse to determine mitochondrial respiration. We found that silencing of *ETFA* and *ETFB* in AML cell lines led to increased oxygen consumption rate (OCR), respiration, extracellular acidification rate (ECAR), ATP production, and spare respiratory capacity (Fig. 5D–G; Supplementary Fig. 4B–G). Taken together, this suggests that AML cell function is sensitive to EFTA and ETFB depletion and inhibition leads to increased mitochondrial metabolism and damages mitochondria.

### AML cells, but not human CD34^+^ normal cells, are sensitive to ETFA and ETFB silencing

To further understand the impact of ETFA and ETFB depletion in AML cell lines, we analyzed cell proliferation, survival, and differentiation. Silencing of *ETFA* and *ETFB* in MOLM-13 and HL-60 cells led to decreased proliferation and ability to generate colony-forming units as well as increased apoptosis and cell death measured by Annexin V and propidium iodine (PI) (Fig. 6A–C; Supplementary Fig. 4H–I). Of note, silencing *ETFA* and *ETFB* in HELA cells did not alter survival of the cells (data not shown). Depletion led to increased expression of Mac1 (CD11b), a marker of mature myeloid cells (Fig. 6D). MOLM-13 cells expressing *ETFA* and *ETFB* shRNA were transplanted into immune-deficient NSG mice (Fig. 6E). Mice transplanted with cells expressing the control shRNA succumbed to AML an average of 10 days post-transplant whereas cells expressing an shRNA targeting *ETFA* and *ETFB* led to mice living significantly longer (Fig. 6E). These studies demonstrate that proliferation and survival of AML cells is dependent on high ETFA and ETFB protein expression. The impact of ETFA and ETFB on proliferation, survival, and mitochondrial stress all contribute to the ability of the cells to engraft, expand and generate disease in the NSG mouse model.

**Fig. 6:**
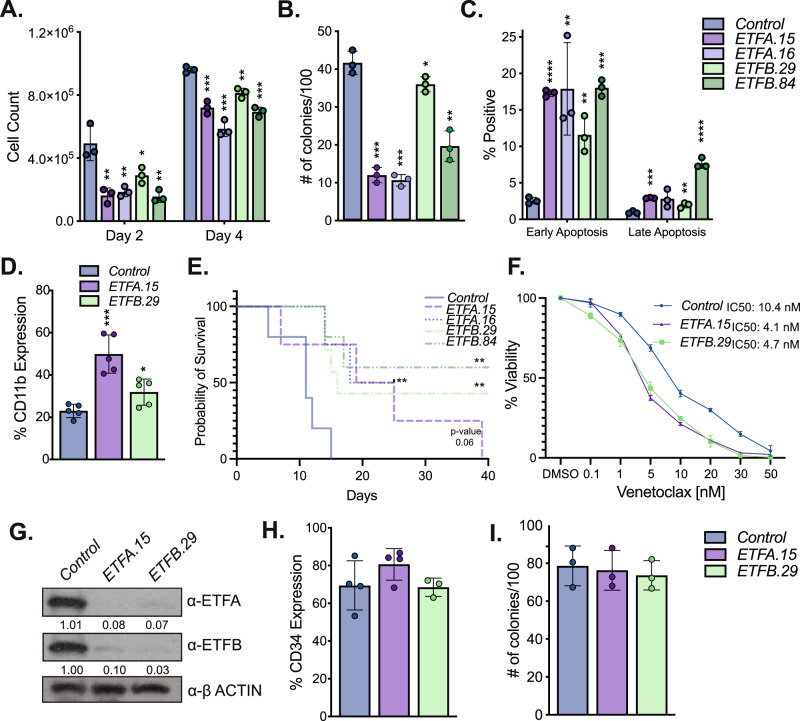
Silencing of *ETFA* and *ETFB* leads to decreased proliferation and survival in AML cells but not in normal human CD34^+^ cells. **A**–**F** Differences between MOLM-13 cells lentivirally infected with shRNAs targeting *ETFA* and *ETFB* or non-targeting control. 72 h post puromycin selection were analyzed by **A** cell counts at day 2 and day 4, **B** ability to form colonies in colony-forming units (CFU) assay, **C** Annexin V and PI staining for percent apoptotic cells, **D** CD11b expression by flow cytometry, and **E** survival rate of sub-lethally irradiated NSG mice transplanted with 5 × 10^5^ MOLM-13 cells infected with shRNAs targeting *ETFA* and *ETFB* or non-targeting control. **F** MTT assay following treatment with 0.1–50 nM venetoclax for 72 h. **G**–**I** Human PB mobilized CD34^+^ cells from 3 independent donors were infected with lentivirus expressing scramble control or shRNAs targeting *ETFA* and *ETFB* and analyzed 72 h post puromycin selection for **G** knockdown by western blot, **H** CD34 expression by flow cytometry, and **I** ability to form colonies in CFU assay (*N* = 3).

In AML, the B cell lymphoma 2 (BCL-2) protein is highly expressed and plays a role in AML survival by binding pro-apoptotic proteins and inhibiting mitochondrial-induced apoptosis. Currently, venenoclax, a BCL-2 inhibitor has proven efficacious, however some patients develop resistance [44]. To determine whether mitochondrial stress from inhibiting ETFA/B would lead to increased sensitivity to venetoclax, we treated shRNA-targeted MOLM-13 cells with increasing concentrations of venetoclax. Silencing of either *ETFA* or *ETFB* reduced the IC:50 to 4.1 nM and 4.7 nM, respectively, and lead to increased apoptosis (Fig. 6F, Supplemental Fig. 4J). Together, these studies suggest that silencing of* ETFA* and *ETFB* promotes mitochondrial stress leading to increased apoptosis, decreased proliferation, and sensitivity to venetoclax.

AML cells were sensitive to depletion of ETFA and ETFB; however, it is important to understand the impact on normal HSPC. In order to determine the effect of silencing *ETFA* and *ETFB* on human HSPC, we performed knockdown experiments in human CD34^+^ cells isolated from mobilized PB. Similarly to the AML cell lines, we utilized shRNAs targeting *ETFA* and *ETFB*, and cultured the cells in media containing cytokines to promote proliferation, but maintained the CD34^+^ population. We observed similar knockdown efficiency in CD34^+^ cells (Fig. 6G). However, unlike in AML cell lines, silencing *ETFA* and *ETFB* did not lead to differentiation, loss of colony-forming potential, or impacted proliferation (Fig. 6H–I). In addition, we did not see elevated frequency of apoptosis following knockdown, suggesting normal cells are less sensitive to inhibition of ETFA and ETFB (Supplemental Fig. 4K, L). Together these findings suggest that targeting mitochondrial metabolism by interfering with ETFA and ETFB could be a potential therapeutic approach for AML without affecting normal HSPC.

## Discussion

Combining mass spectrometry and RNA-seq analyses in mouse models of AML, we were able to identify a sub-set of proteins that have limited or no alterations in transcript levels compared to their normal counterparts. These upregulated proteins play a role in RNA splicing and mitochondrial processes – two processes currently under investigation for therapeutic targeting and are relied on for AML survival [38, 45–47]. It is believed that leukemic stem cells (LSCs) rely heavily on oxidative phosphorylation (OXPHOS) and metabolic mechanisms of the mitochondria in order to maintain self-renewal and survival [48–50]. Many proteins implicated in these pathways have become novel therapeutic targets and recent studies show that inhibiting parts of mitochondrial metabolism severely impairs the ability of leukemic cells to survive [39, 40, 51]. A recently approved AML drug, venetoclax, targets the mitochondrial protein BCL-2 for inhibition and has seen some success in survival and remission rate; however, many patients have become resistant to venetoclax treatment [52]. Previous research has shown that inhibiting key mitochondrial proteins in venetoclax-resistant AML has relieved some of the acquired resistance, suggesting that targeting additional mitochondrial proteins, including ETFA and ETFB, may be useful as a therapeutic strategy [45]. In our study we find that silencing of *ETFA* and *ETFB* leads to mitochondrial stress, differentiation, apoptosis, and increased sensitivity to venetoclax. These cellular processes combined most likely impede disease initiation and engraftment of the AML cells in NSG mice.

Some of the additional differentially expressed proteins identified from this study correspond with regulators of splicing and spliceosome components. Recently, mutations in genes coding for components of the spliceosome have been found to correlate with certain hematopoietic malignancies, including AML [46, 53–57]. Two predominantly mutated spliceosome proteins (SF3B1 and U2AF1) were both determined to be differentially expressed in the AML models in this study [55, 56, 58–60]. SF3B1 is mutated in a variety of hematopoietic malignancies and these mutations often lead to changes in splice site recognition and splicing components of the protein rather than resulting in a loss-of-function mutation [46, 54, 57]. U2AF1 is another splicing protein specifically required for the recognition of the AG-dinucleotide sequence at the 3’ end of mRNA [59]. Commonly found mutations have led to changes in splicing such as cassette exon skipping/inclusion in targets of the spliceosome, leading to downstream alterations in important cellular pathways. Targeting components of the spliceosome has been one promising area of research in AML, although the mechanisms by which these splicing factors affect hematopoietic malignancies must be further investigated.

Overall, the hits identified from our RNA-seq and MS analyses allow for a continued effort to investigate the roles of these proteins in AML and other hematopoietic malignancies and to understand how they may contribute to the dysregulation of cancer cells. Importantly, silencing of *ETFA* and *ETFB* had minimal impact on survival, maintenance, and differentiation to the HSPC population, suggesting that targeting ETFA and ETFB would not lead to hematopoietic failure. Although further validation and examination is needed, these hits may ultimately serve as potential therapeutic targets in future studies relating to AML.

## Supplementary information

supplemental material

# Supplementary material for: Multi-omics reveals mitochondrial metabolism proteins susceptible for drug discovery in AML
**Source:** Leukemia. 2022 Feb 17;36(5):1296–305. doi: 10.1038/s41375-022-01518-z
**Supplement:** Supplementary file 1 — supplemental material

Caplan et al. Supplementary Figure 1

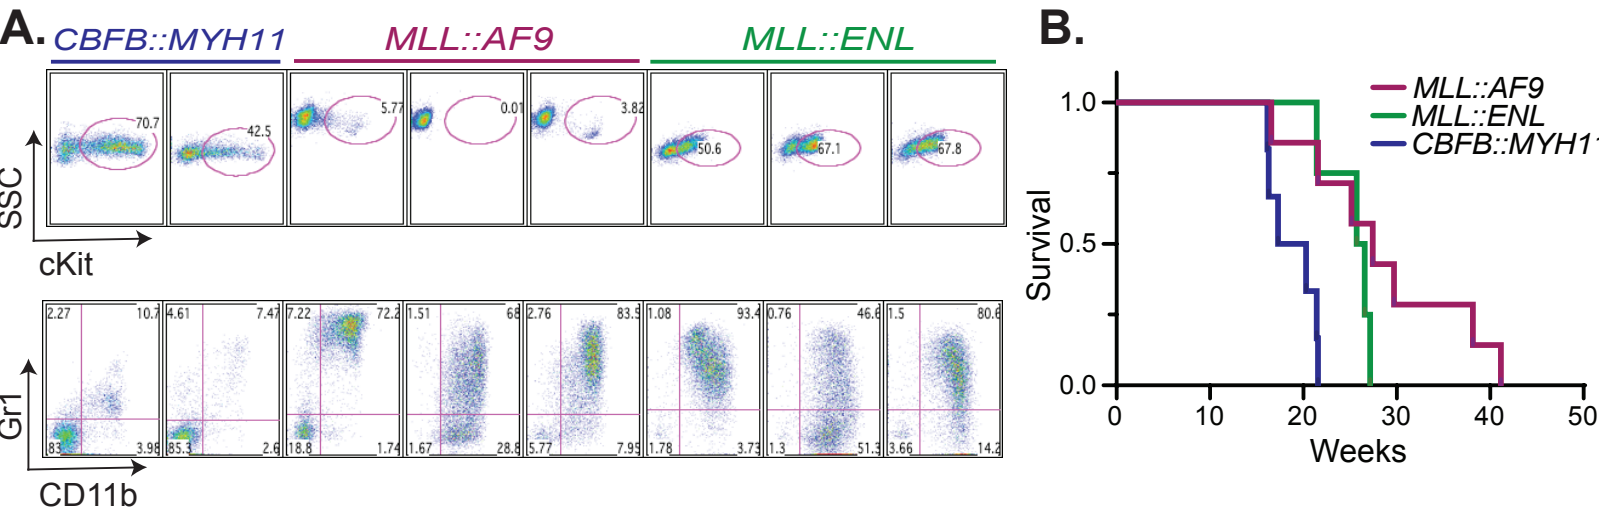

Caplan et al. Supplementary Figure 2

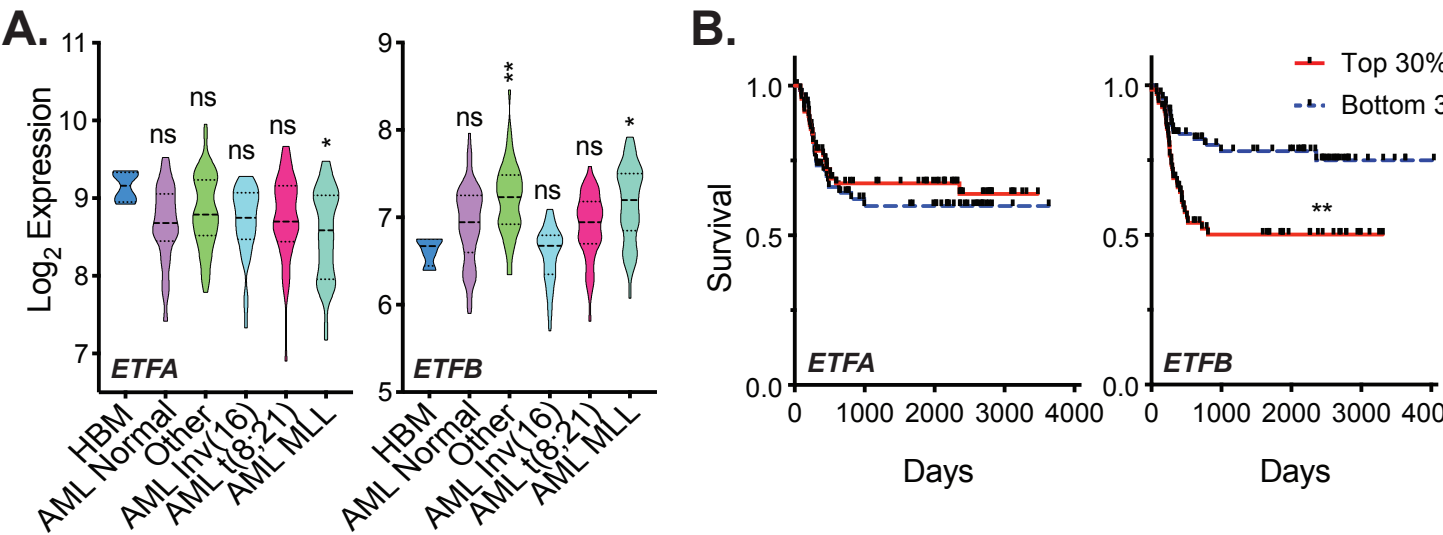

Caplan et al. Supplementary Figure 3

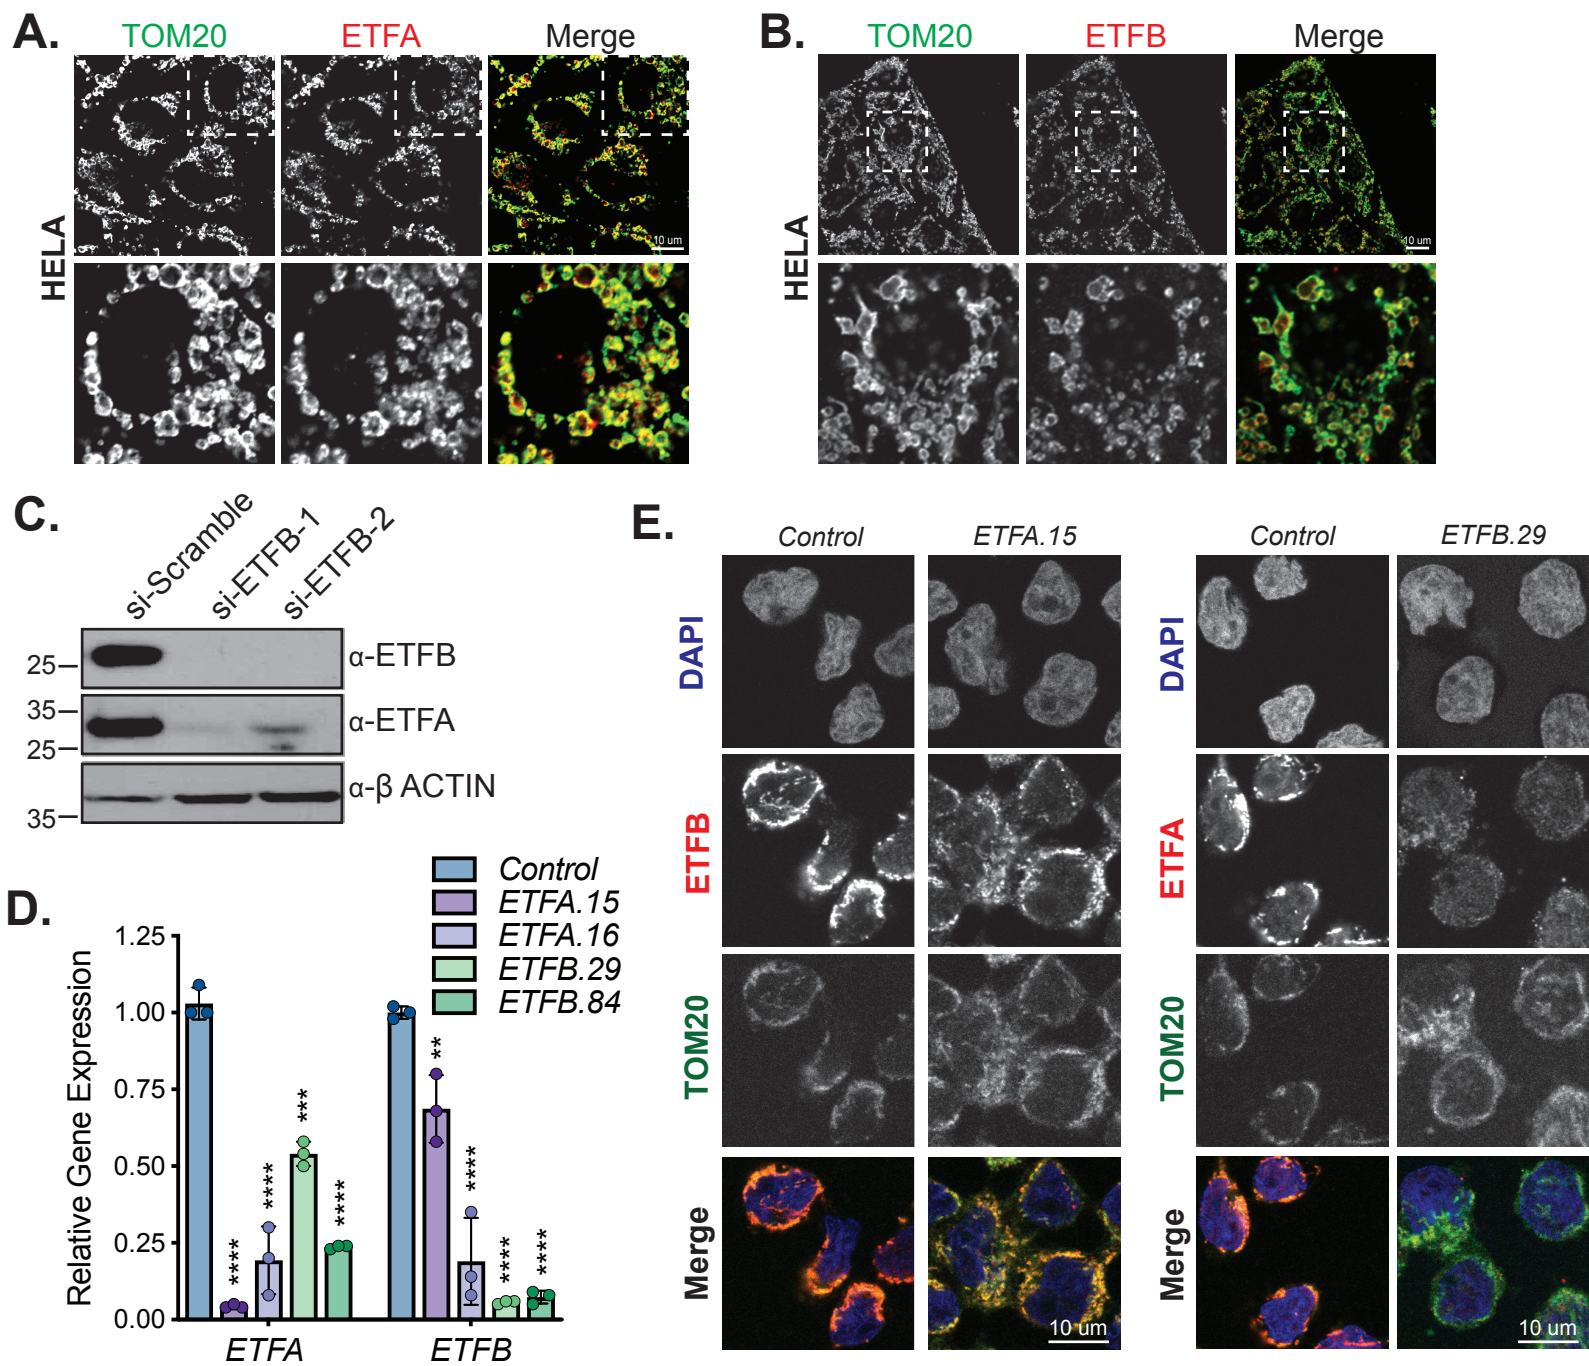

Caplan et al. Supplementary Figure 4

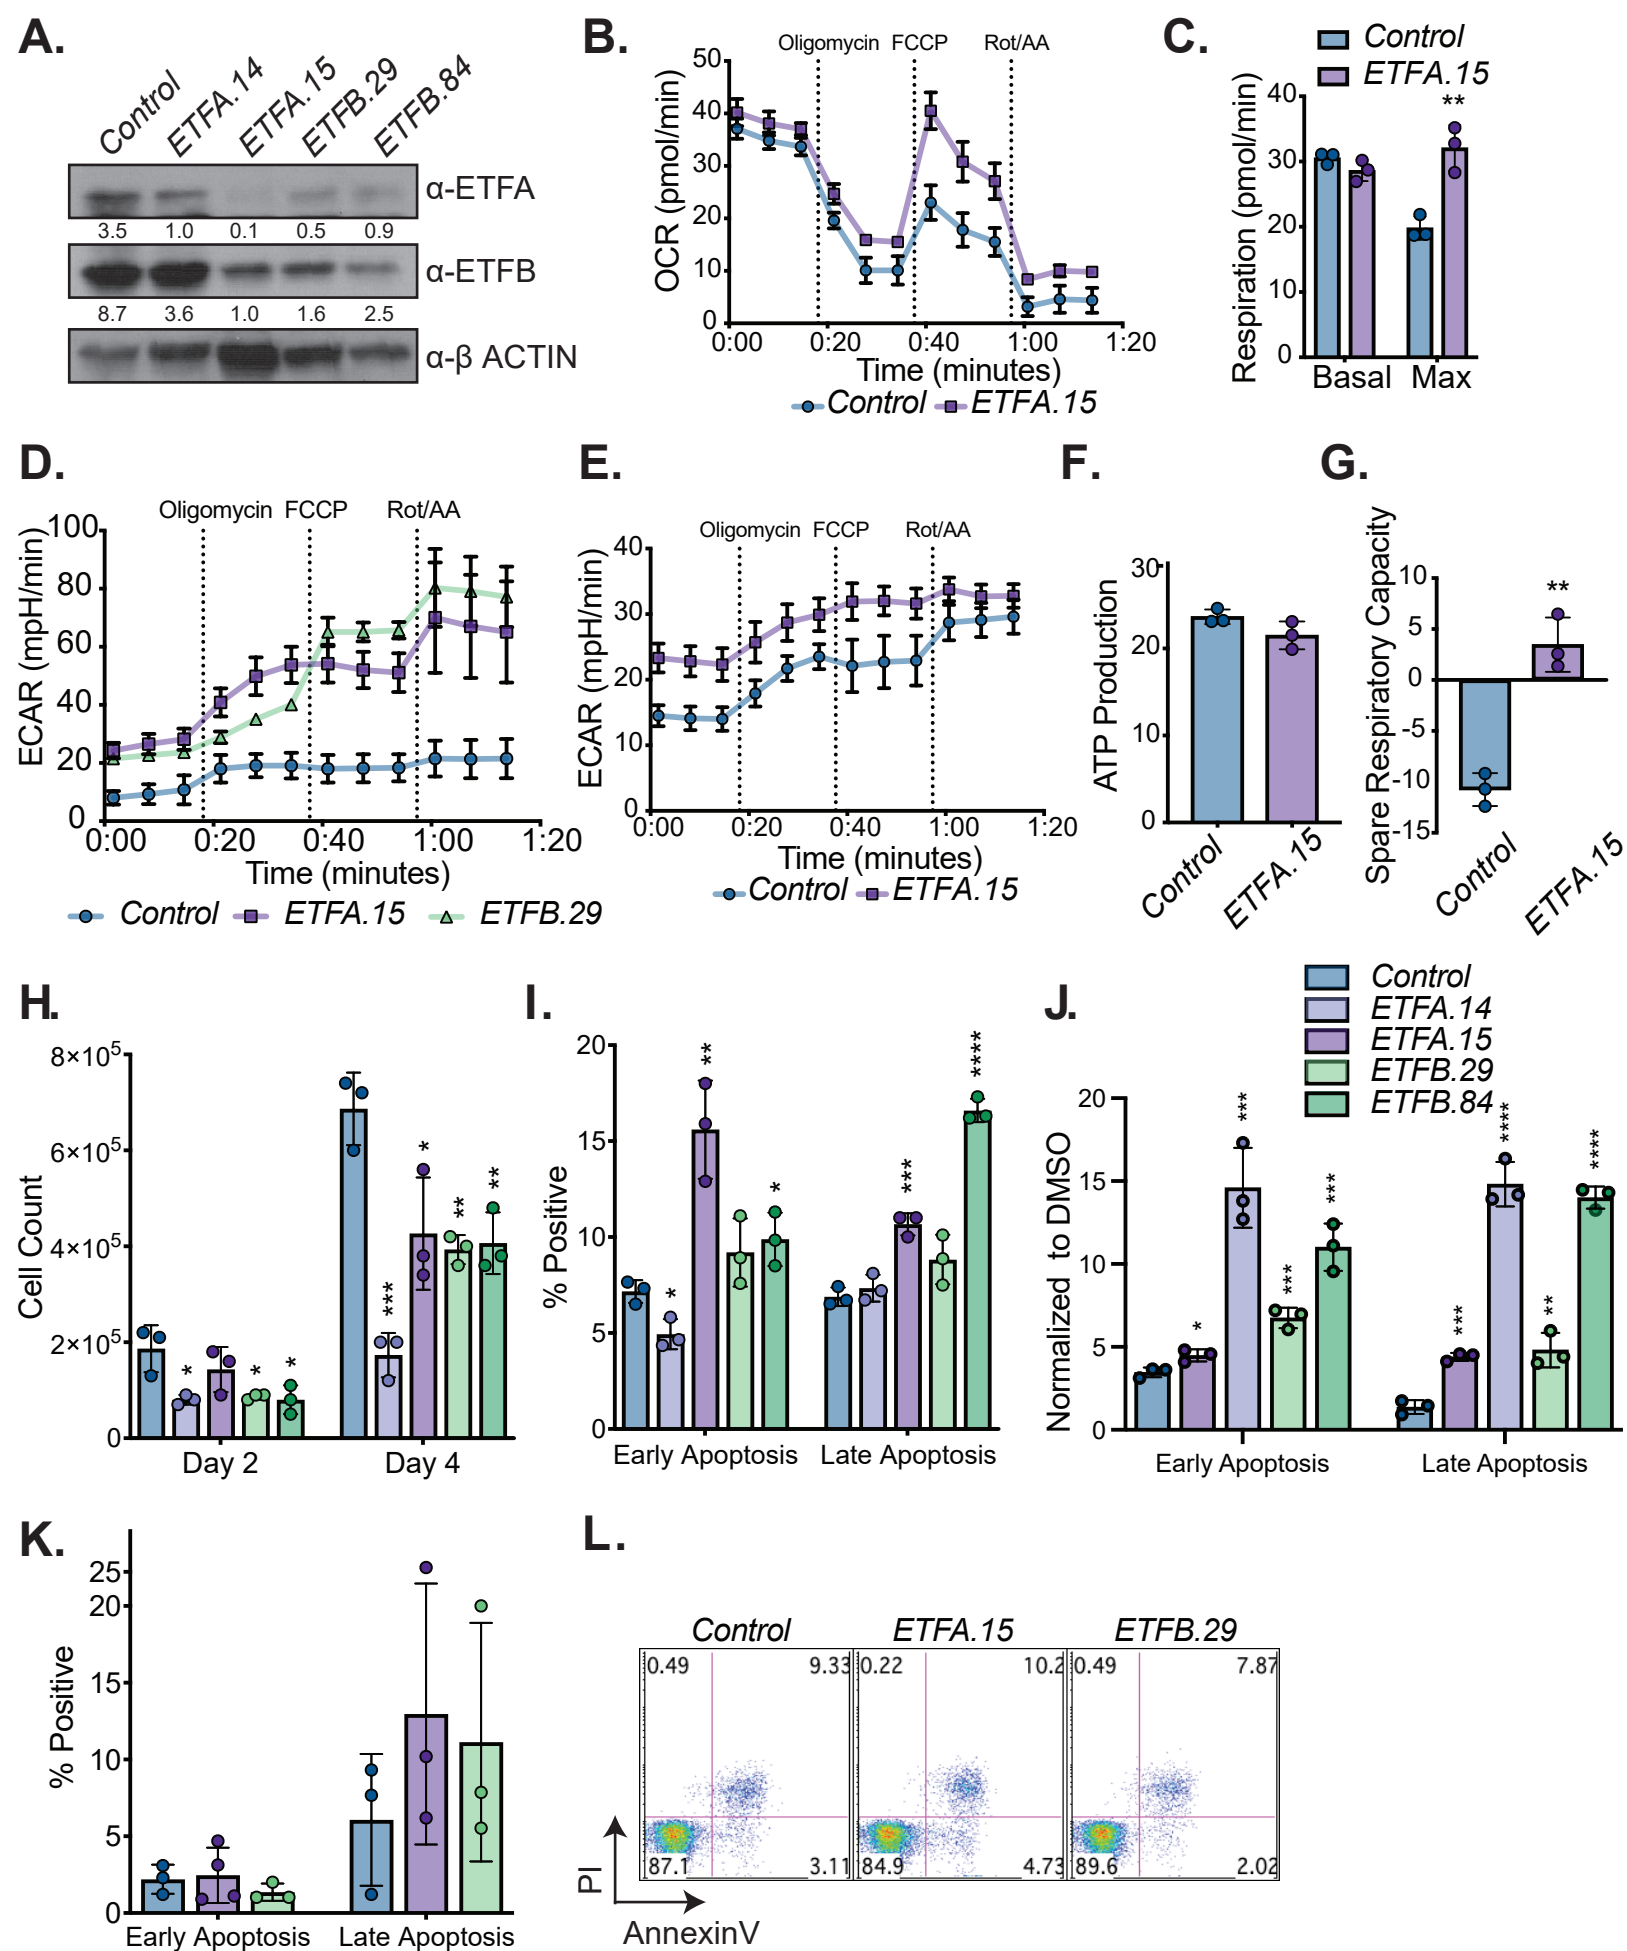

SUPPLEMENTAL MATERIALS AND METHODS

Supplementary Figure 1. Phenotype and expression differences in AML mouse models utilized for proteomic and transcriptomic analysis. **A** Flow cytometry analysis of cKit, Gr1, and Mac1 (CD11b) cell surface markers on spleen tumor cells from each mouse sample. **B** Kaplan Meyer survival curve of mouse models. Weeks indicated from birth for *MLL::AF9*, from date of transplantation for *MLL::ENL*, and from first Poly:IC injection for *Cbfb::MYH11* (n = 8).

Supplementary Figure 2. Electron transfer proteins ETFA and ETFB expression and survival in pediatric AML. **A** *ETFA* and *ETFB* gene expression analysis of patient samples from the TARGET study. **B** Overall survival from TARGET pediatric AML patient dataset analyzing patients with the highest 30% and lowest 30% of *ETFA* and *ETFB* expression. (*p < 0.05, **p < 0.01, ns = non-significant).

Supplementary Figure 3. ETFA and ETFB are localized within the mitochondria. **A-B** Immunofluorescence of ETFA, ETFB, and mitochondrial protein, TOM20 in HELA cells. **C** Western blot 48 hours post siRNA transfection in HELA cells. **D** MOLM-13 cells were lentivirally infected with shRNAs targeting *ETFA* and *ETFB* or non-targeting control, and analyzed 72 hours post puromycin selection. Changes in expression analyzed by qRT-PCR. **E** Immunofluorescence of ETFA, ETFB, and mitochondrial protein, TOM20 in MOLM-13 cells 96 hours post lentiviral infection with shRNAs targeting ETFA and ETFB, and 72 hours post puromycin selection.

Supplementary Figure 4. Silencing of ETFA and ETFB leads to increased mitochondrial respiration and apoptosis. HL-60 cells 96 hours post lentiviral infection with shRNAs targeting ETFA and ETFB 72 hours post puromycin selection. Analysis of changes following knockdown via **A** western blot, **B** oxygen consumption rate (OCR), **C** basal and maximum respiration rate, **D** ECAR, **E** ECAR in Molm-13, **F** ATP production, **G** spare respiratory capacity, **H** cell counts at day

2 and day 4, I and annexin V and PI staining by flow cytometry. J Flowcytometry analysis for annexin V and PI staining for percent apoptotic cells following 48 hrs with 5nM Venetoclax. K-L Human PB mobilized CD34⁺ cells were infected with lentivirus expressing scramble control or shRNAs targeting *ETFA* and *ETFB* and analyzed 72 hours post puromycin selection for percent apoptotic by annexin V and PI flow cytometry staining. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

Flow Cytometry Antibodies

Antibody	Fluorochrome	Clone	Company
cKit	BV421	2B8	BioLegend
Gr-1	APC	RB6-8C5	BioLegend
Mac1 (CD11b)	PE	M1/70	BioLegend
Annexin V	APC		BioLegend
CD34	FITC	561	BioLegend
CD45	Pacific Blue	2D1	BioLegend

Western Blot and Immunofluorescence Antibodies:

Antibody	Company	Ref#
B-actin-HRP	Santa Cruz	sc-47778
ETFA	Proteintech	12262-1-AP
ETFB	Proteintech	17925-1-AP
TOM20	Santa Cruz	F-10

qRT-PCR Primer	Sequence
<i>mGapdh F</i>	5'– CAT GGC CTT CCG TGT TCC TA –3'
<i>mGapdh R</i>	5'– CTG GTC CTC AGT GTA GCC CAA –3'
<i>mEtfa F</i>	5'– TGC AGC AAC AAG TGG AGG TA –3'
<i>mEtfa R</i>	5'– AAA GCC GGA CAA GTC TGG AG –3'
<i>mEtfb F</i>	5'– AAA GCC GGA CAA GTC TGG AG –3'
<i>mEtfb R</i>	5'– CAG TTC GGA TGG TCT CCT GG –3'
<i>hGAPDH F</i>	5'– CTT TTG CGT CGC CAG CCG AG –3'
<i>hGAPDH R</i>	5'– CCA GGC GCC CAA TAC GAC CA –3'
<i>hETFA F</i>	5'– GCG GCC TCA TTG CTA CGA TT –3'
<i>hETFA R</i>	5'– GTG CCA CCT TGT CAC ATT TGG –3'
<i>hETFB F</i>	5'– CAT CGA CTA CGC CGT GAA GA –3'
<i>hETFB R</i>	5'– CGG TAC GAA TCG TCT CCT GG –3'

**shRNA**	**Target Sequence**
<i>NonTarget Control</i>	CAACAAGATGAAGAGCACCAA
<i>ETFA.64414</i>	GAGAACTATTTATGCAGGAAA
<i>ETFA.64415</i>	GCTTGACCAGAAATTAACAAA
<i>ETFA.64416</i>	GCGGCCTCATTGCTACGATTT
<i>ETFB.291084</i>	CAAGGAGAAGAAGCTGGTGAA
<i>ETFB.64429</i>	GCCCAACATCATGAAAGCCAA

Mass Spectrometry

Samples were loaded onto trap column Acclaim PepMap 100 75 μ m x 2 cm C18 LC Columns (Thermo Scientific™) at flow rate of 5 μ l/min then separated with a Thermo RSLC Ultimate 3000 (Thermo Scientific™) from 5-20% solvent B (0.1% FA in 80% ACN) from 10-98 minutes at 300 nL/min and 50 °C with a 120 minutes total run time for fractions one and two. For fractions three to six, solvent B was used at 5-45% for the same duration. Eluted peptides were analyzed by a Thermo Orbitrap Fusion Lumos Tribrid (Thermo Scientific™) mass spectrometer in a data dependent acquisition mode using synchronous precursor selection method. A survey full scan MS (from m/z 375-1500) was acquired in the Orbitrap with a resolution of 120,000. The AGC target for MS2 in iontrap was set as 1×10^4 and ion filling time set as 150ms and fragmented using CID fragmentation with 35% normalized collision energy. The AGC target for MS3 in orbitrap was set as 1×10^5 and ion filling time set as 200 ms with a scan range of 100-500 and fragmented using HCD with 65% normalized collision energy. Protein identification was performed using proteome discoverer software version 2.2 (Thermo Fisher Scientific) by searching MS/MS data against the UniProt mouse protein database. The search was set up for full tryptic peptides with a maximum of 2 missed cleavage sites. Oxidation, TMT6plex of the amino terminus, GG and GGQ ubiquitination, phosphorylation, and acetylation were included as variable modifications and

carbamidomethylation and TMT6plex of the amino terminus were set as fixed modifications. The precursor mass tolerance threshold was set at 10 ppm for a maximum fragment mass error of 0.6 Da with a minimum peptide length of 6 and a maximum peptide length of 144. The significance threshold of the ion score was calculated based on a false discovery rate calculated using the percolator node. Protein accessions were put into Ingenuity Pathway Analysis (QIAGEN Inc.) to identify gene symbols and localizations. Gene ontology pathway analysis was performed using DAVID Bioinformatics Database 6.8 using the functional annotation tool.

siRNA transfection

HeLa cells were plated on 6 well plates and treated with human ETFA and ETFB siRNA oligonucleotides for 48 h at 37°C with Lipofectamine RNAiMAX (Thermo Fisher Scientific). The following siRNA oligonucleotides were used in this study: siRNA Universal Negative Control #1 (Sigma-Aldrich, catalog no. SIC001-1NMOL), siRNA ETFA (Sigma-Aldrich, product no. NM_000126, siRNA ID SASI_Hs01_00216824 and SASI_Hs01_00216825), siRNA ETFB (Sigma-Aldrich, product no. NM_001985, siRNA ID SASI_Hs01_00129106).

Supplementary Table 1. AML patient data characteristics.

Sample	Sex	Age at Diagnosis	Stage FAB	Peripheral Blood Blast Count	Diagnosis	Karyotype
1	F	35	M0	36%	De novo	Unknown
2	F	66	M1	91%	De novo	Unknown
3	F	66	M1	95%	De novo	Unknown
4	F	51	M2	50%	De novo	46,XX

5	M	65	M4	94%	De novo	Unknown

Supplementary Table 2. A comprehensive list of overexpressed proteins identified from mass spectrometry reveals RNA and protein expression levels in subtypes *Cbfb-MYH11*, MLL-AF9, and MLL-ENL.

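For RNA, the table gives tumor over WT cKit+ values that can be recomputed from TPM, a unit in which each library's values add to the same total after division by gene length. For 32 of its genes, all 96 RNA values equalled the ratio of mean TPM in the tumors to mean TPM in WT cKit+ cells to within 0.0051. Shmt2, an enzyme of serine and one-carbon metabolism, had ratios of 4.10, 1.40 and 1.68 in Cbfb::MYH11, MLL::AF9 and MLL::ENL. Etfa had 1.67, 1.34 and 1.36, and Etfb 1.37, 0.878 and 1.70. Itpr1 had the largest, at 9.70, 10.1 and 5.83, and Txnl4a the smallest in MLL::ENL, at 0.519. On the TMM scale, the folds of Shmt2 were 2.56, 0.695 and 0.930. Because TPM values share a fixed total, transcripts that take a large part of a library lower the TPM of all others, and the 10 most abundant genes held 43.2% and 28.7% of TPM in the WT libraries and 16.0% and 13.3% in the Cbfb::MYH11 tumors. In the MLL tumors this share ranged from 11.7% to 34.7%. Itpr1, Mau2, Otulinl and Man2a1, a mannosidase of the Golgi, had ratios of at least 1.5 in all 3 models on both scales. For Otulinl the paper gives no RNA values, and its ratios were computed here.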

Protein Symbol	Gene Name	Fold Increase protein			Fold Increase RNA		
		Cbfb-MYH11	MLL-AF9	MLL-ENL	Cbfb-MYH11	MLL-AF9	MLL-ENL
AFG3L2	AFG3 like matrix AAA peptidase subunit 2	2.31	1.58	1.55	2.43	1.13	1.09
ALG1	ALG1, chitobiosyldiphosphodolichol beta-mannosyltransferase	1.79	1.61	2.31	2.07	2.15	2.61
Chtop	chromatin target of PRMT1	1.93	1.81	1.78	1.44	1.39	1.46
CISD2	CDGSH iron sulfur domain 2	1.75	1.71	2.09	2.07	1.66	1.68
DHODH	dihydroorotate dehydrogenase (quinone)	2.34	1.57	2.01	2.85	1.52	2.42
ETFA	electron transfer flavoprotein subunit alpha	1.99	1.86	1.85	1.67	1.34	1.36
ETFB	electron transfer flavoprotein subunit beta	1.86	1.71	1.75	1.37	0.88	1.7
FDXR	ferredoxin reductase	2.40	1.56	1.51	3.51	1.91	2.1
GATD3A/GATD3B	glutamine amidotransferase like class 1 domain containing 3A	1.84	1.85	1.82			
HADH	hydroxyacyl-CoA dehydrogenase	2.53	1.62	1.61	2.83	1.29	1.35
HADHA	hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha	2.32	1.63	1.80	2.17	1.41	1.46
HADHB	hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit beta	2.36	1.62	1.78	1.97	1.05	1.01
ILVBL	ilvB acetolactate synthase like	1.93	1.61	2.12	2.25	1.28	1.9
ITPR1	inositol 1,4,5-trisphosphate receptor type 1	2.03	1.73	1.55	9.7	10.13	5.83
MAN2A1	mannosidase alpha class 2A member 1	1.53	1.59	1.78	3.24	4	3.48
MARC2	mitochondrial amidoxime reducing component 2	2.01	1.78	2.43	1.47	0.99	1.34
MAU2	MAU2 sister chromatid cohesion factor	1.69	1.73	1.86	2.24	2.33	2.08
MRPL10	mitochondrial ribosomal protein L10	2.13	1.54	1.74	1.21	1.49	1.52
MRPS23	mitochondrial ribosomal protein S23	1.75	1.54	1.79	1.47	1.09	1.34
MVP	major vault protein	1.63	1.62	1.55	2.23	2.4	1.73
OTULINL	OTU deubiquitinase with linear linkage specificity like	2.99	2.10	1.75			
PMPCA	peptidase, mitochondrial processing alpha subunit	1.78	1.50	1.72	2.27	1.29	1.35
PTRH2	peptidyl-tRNA hydrolase 2	2.61	1.52	1.73	1.72	0.83	1.04
RAB10	RAB10, member RAS oncogene family	1.78	1.68	1.69	1.87	1.36	0.99
SHMT2	serine hydroxymethyltransferase 2	3.77	1.75	2.16	4.1	1.4	1.68
SLC25A11	solute carrier family 25 member 11	2.19	1.95	2.06	2.02	1.55	1.54
SLC25A3	solute carrier family 25 member 3	2.03	1.60	1.72	1.67	1.09	1.08
SLC25A5	solute carrier family 25 member 5	2.23	1.71	1.86	1.48	1.05	1.08
SNRPA1	small nuclear ribonucleoprotein polypeptide A'	1.83	1.53	1.85	1.57	1.15	1.38
SNRPD1	small nuclear ribonucleoprotein D1 polypeptide	1.76	1.62	1.97	1.3	0.99	1.44

TOMM22	translocase of outer mitochondrial membrane 22	2.20	1.80	2.12	1.18	1	1.12
TXNL4A	thioredoxin like 4A	1.95	1.59	1.82	1.56	0.72	0.52
U2AF2	U2 small nuclear RNA auxiliary factor 2	1.65	1.50	1.67	2.17	1.74	1.66
VDAC3	voltage dependent anion channel 3	1.97	1.67	1.89	1.43	0.8	0.96

Supplementary Table 3. A comprehensive list of overexpressed proteins identified from mass spectrometry reveals cellular localization, related pathways, and associated roles in leukemia.

Protein Symbol	Gene Name	Localization	Pathway	Role in Leukemia
AFG3L2	AFG3 like matrix AAA peptidase subunit 2	Mitochondria	Proteolysis	N/A
ALG1	ALG1, chitobiosyldiphosphodolichol beta-mannosyltransferase	Endoplasmic reticulum	Protein glycosylation	Autophagy protects myeloid cells from oxidative stress, apoptotic signaling
Chtop	chromatin target of PRMT1	Nucleus	mRNA transport/processing	N/A
CISD2	CDGSH iron sulfur domain 2	Endoplasmic reticulum, mitochondria	Energy metabolism	N/A
DHODH	dihydroorotate dehydrogenase (quinone)	Mitochondria	UMP biosynthesis	Inhibitor of DHODH allows for differentiation in MLL AML
ETFA	electron transfer flavoprotein subunit alpha	Mitochondria	Respiratory electron transport	N/A
ETFB	electron transfer flavoprotein subunit beta	Mitochondria	Respiratory electron transport	N/A
FDXR	ferredoxin reductase	Mitochondria	Metabolism	N/A
GATD3A/GATD3B	glutamine amidotransferase like class 1 domain containing 3A	Mitochondria	N/A	N/A
HADH	hydroxyacyl-CoA dehydrogenase	Mitochondria	Beta oxidation	Contributes to embryonic stem cell-like proliferation in MLL-AF9 AML
HADHA	hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha	Mitochondria	Beta oxidation	Overexpressed in tumor-infiltrating myeloid-derived suppressor cells
HADHB	hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit beta	Mitochondria, endoplasmic reticulum	Beta oxidation	N/A
ILVBL	ilvB acetolactate synthase like	Membrane	Ion binding	N/A
ITPR1	inositol 1,4,5-trisphosphate receptor type 1	Membrane, endoplasmic reticulum	Signaling	N/A
MAN2A1	mannosidase alpha class 2A member 1	Golgi	Biosynthesis/transport	SNP identified in acute lymphoblastic leukemia and associated with risk
MARC2	mitochondrial amidoxime reducing component 2	Mitochondria, peroxisome	Functionalization of compounds	N/A

MAU2	MAU2 sister chromatid cohesion factor	Nucleus	Cohesin loading onto chromatin	Cohesin complex partners mutated in AML
MRPL10	mitochondrial ribosomal protein L10	Mitochondria	Mitochondrial translation initiation	N/A
MRPS23	mitochondrial ribosomal protein S23	Mitochondria	Mitochondrial translation initiation	N/A
MVP	major vault protein	Nucleus	Protein transport	Correlated with resistance of AML drugs
OTULINL	OTU deubiquitinase with linear linkage specificity like	Nucleus, endoplasmic reticulum	Inactive deubiquitinase	N/A
PMPCA	peptidase, mitochondrial processing alpha subunit	Mitochondria	Protein metabolism	Downregulated in chronic lymphocytic leukemia
PTRH2	peptidyl-tRNA hydrolase 2	Mitochondria	Apoptosis/protein modification	Deletions at locus identified in myeloid malignancies
RAB10	RAB10, member RAS oncogene family	Golgi, cytoplasm, endoplasmic reticulum	Transport	Upregulated by TUG1 in AML cells
SHMT2	serine hydroxymethyltransferase 2	Mitochondria	Metabolism	Identified as Crenolanib target in treatment of AML
SLC25A11	solute carrier family 25 member 11	Mitochondria	Gluconeogenesis	Identified as Crenolanib target in treatment of AML
SLC25A3	solute carrier family 25 member 3	Mitochondria	Transport	Potential biomarker for chronic myeloid leukemia
SLC25A5	solute carrier family 25 member 5	Mitochondria	Transport	N/A
SNRPA1	small nuclear ribonucleoprotein polypeptide A'	Nucleus	mRNA splicing	More abundant in human pluripotent stem cells, interacts with SNRPD1
SNRPD1	small nuclear ribonucleoprotein D1 polypeptide	Nucleus, cytosol	mRNA splicing	More abundant in human pluripotent stem cells, interacts with SNRPA1
TOMM22	translocase of outer mitochondrial membrane 22	Mitochondria	mitochondrial protein import	N/A
TXNL4A	thioredoxin like 4A	Mitochondria	mRNA splicing	N/A
U2AF2	U2 small nuclear RNA auxiliary factor 2	Nucleus	mRNA splicing	Mutations common in myeloid malignancies
VDAC3	voltage dependent anion channel 3	Mitochondria	Transport	N/A

Supplementary Table 4. Corresponding references for identified proteins associated with leukemia.

Protein Symbol	References
AFG3L2	
ALG1	https://www.ncbi.nlm.nih.gov/pubmed/30859901
Chtop	
CISD2	-
DHODH	https://www.ncbi.nlm.nih.gov/pubmed/31253180
ETFA	
ETFB	
FDXR	
GATD3A/GATD3B	
HADH	https://www.ncbi.nlm.nih.gov/pmc/articles/PMC6080909/
HADHA	https://www.ncbi.nlm.nih.gov/pmc/articles/PMC4636942/
HADHB	
ILVBL	
ITPR1	
MAN2A1	https://pubmed.ncbi.nlm.nih.gov/20189245
MARC2	
MAU2	https://www.ncbi.nlm.nih.gov/pmc/articles/PMC4980180/
MRPL10	
MRPS23	
MVP	https://www.ncbi.nlm.nih.gov/pubmed/10025900
OTULINL	
PMPCA	https://www.ncbi.nlm.nih.gov/pmc/articles/PMC3496725/
PTRH2	https://www.ncbi.nlm.nih.gov/pmc/articles/PMC3636093/
RAB10	https://www.ncbi.nlm.nih.gov/pmc/articles/PMC7025684/
SHMT2	https://pubmed.ncbi.nlm.nih.gov/30942519/
SLC25A11	https://pubmed.ncbi.nlm.nih.gov/30942519/
SLC25A3	https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2759651/
SLC25A5	-
SNRPA1	https://www.ncbi.nlm.nih.gov/pubmed/28595116
SNRPD1	https://www.ncbi.nlm.nih.gov/pubmed/28595116
TOMM22	
TXNL4A	
U2AF2	https://www.ncbi.nlm.nih.gov/pmc/articles/PMC6005654/
VDAC3

How the deposited data were processed for this re-analysis (not part of the article)

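RNA was sequenced from cKit+ bone marrow cells of 2 WT mice, spleen tumors of 2 Cbfb::MYH11 mice, 3 MLL::AF9 mice and 3 MLL::ENL mice, with 1 library per mouse and 10 libraries in all. The cell selection stated in the sample labels was cKit+ for WT and for Cbfb::MYH11 27, cKit with an unclear sign for Cbfb::MYH11 30, and Mac1, Gr1 and cKit for the MLL tumors. By the submitters' processing notes, the authors checked reads with FastQC, aligned them to mm10 with STAR and quantified genes with RSEM, and the notes give no versions for these tools. The deposited tables hold 3 units made by RSEM. The first is the deposited expected count, the number of reads that the authors assigned to a gene with RSEM, which need not be whole. The second is the deposited TPM, which divides by gene length and makes every library add to the same total. The third is the deposited FPKM, which divides counts by gene length and by the library total. Each table holds 50600 entries, of which 93 repeat the symbol of another entry and 1999 have no position.

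Expected counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR with its minimum count of 10, which left 14875. Libraries were scaled by TMM, and 1 quasi-likelihood model with robust estimates was fitted to the 4 groups, leaving 6 residual degrees of freedom and a common dispersion that corresponds to a coefficient of variation of 0.515. Comparisons were each model against WT cKit+, MLL::AF9 against MLL::ENL, and the mean of both MLL models against Cbfb::MYH11, each by the quasi-likelihood F-test of edgeR with p adjusted by Benjamini and Hochberg over all tested genes and passing under 0.05, with no fold limit. Standard errors of log2 fold changes were derived from the estimate and the square root of F. Shares of counts carry 95% Wilson intervals, which cover counting error only. The groups are unpaired, since each mouse gave 1 library, so no paired test was made. No covariate was used, because tissue goes with condition and 1 mouse has no sex label.

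Gene lists, the rule for naming genes, the comparisons and most alternatives were fixed before the data were examined. The named genes are the 10 with the largest change in each direction for each comparison with WT and between the MLL models, among genes with an adjusted p under 0.05, no overlap of the groups in CPM and a mean of at least 10 counts in the lower group. Genes that the paper names, up to 4 members of each list by the smallest adjusted p, members that went against their list, and 10 genes in each direction that changed in all 3 models were added under the same rule. RNA values in the paper's Supplementary Table 2 had been seen when the list of its 34 genes was set. Counts of list members given without a library are those adjusted over all genes. Lists were also tested with camera of limma at its preset correlation of 0.01 and, as a second version, with the correlation estimated from the data. Of the camera calls, only those of the mast cell and basophil list in MLL::AF9, in MLL::ENL and between the MLL and Cbfb::MYH11 tumors, and those of the eosinophil list in MLL::AF9 and MLL::ENL, held with the estimated correlation. Principal components and Euclidean distances were computed on log2 CPM with a prior count of 2. Overlaps and correlations between models were set beside 20 simulations of unchanged groups that share the 2 WT libraries.

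The test was checked on simulated data in which 50 genes per fold, drawn at random, were changed against WT. Fewer genes were changed than were called in the real data, and an adjusted p is harder to pass with fewer changed genes. The shares recovered may therefore understate the power in the real data. For Cbfb::MYH11 (14459 genes run), 0% of 2-fold, 36% of 4-fold, 74% of 8-fold and 88% of 16-fold changes were recovered. The shares were 2%, 36%, 70% and 84% for MLL::AF9 (14466 genes run) and 0%, 36%, 82% and 92% for MLL::ENL (14475 genes run), and 5, 3 and 1 unchanged genes were called. Depth ranged from 12134917 counts in MLL::ENL NO to 20510574 in WT 2.

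Alternatives were DESeq2, RLE and upper-quartile factors, no filter, only the groups compared, robust estimation off, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), unadjusted p with a 2-fold limit, adjusted p with a 2-fold limit, an equal-variance test on FPKM, other definitions of an expressed gene, other settings of the principal components, and leaving out each library. Those chosen after seeing the data were limma-trend and equal-variance tests on TPM and log2(TPM + 1), ratio limits of 1.5 or 0.5 and of 1.3 or 0.77, leaving out MLL::AF9 2 and MLL::ENL NO together, and scaling without hemoglobin, neutrophil and eosinophil genes. Where a library left a group with 1 mouse, that mouse was assumed to vary like the other groups. Proteomic and drug response data of the paper were not analysed here. Otulinl and Gatd3a were left out of the comparison with the RNA values of Supplementary Table 2, which gives none for them. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.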

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

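The tests on late neutrophil genes and on the mast cell list were chosen only after the results were seen.

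Between the MLL tumors and Cbfb::MYH11 tumors, 3817 genes differed by a direct test in edgeR. Between MLL::AF9 and MLL::ENL tumors 2 genes did, Dpp4 and Gm9008. Of the 9 other splits of the 6 MLL tumors into 3 and 3, 1 gave more, 189 genes for MLL::AF9 2, MLL::AF9 42 and MLL::ENL NO against the rest, and 8 gave fewer than the real split. Median log2 CPM of the neutrophil maturation genes was 10.48, 9.58 and 10.59 in these 3 libraries, in the order named. In MLL::AF9 47, MLL::ENL RL and MLL::ENL L it was 8.24, 7.82 and 7.46. That split thus also divides the tumors by their level of neutrophil transcripts. Whether these transcripts account for the 189 genes was not tested. Since there are only 10 splits, no share under 0.05 can be reached.

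In genes the paper does not discuss, 6 MLL fusion targets were higher in MLL::ENL tumors than in WT cKit+ cells. Penk was higher in MLL::ENL tumors by a log2 fold change of 7.63. Mecom, a transcription factor of stem cells, had 1121 counts in MLL::AF9 42 and at most 14 in any other library.

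Ms4a2, of mast cells and basophils, was higher in Cbfb::MYH11 tumors than in WT cKit+ cells by 6.45 on the log2 scale, while eosinophil and late neutrophil transcripts were higher in the WT cells, as were erythroid transcripts against the MLL tumors. The 6 late neutrophil genes Ly6g, Cxcr2, Mmp8, Mmp9, Retnlg and Cd177, summed, were 249 times as high in the lowest WT library as in the highest Cbfb::MYH11 tumor, and Kit was 0.324 times as high in WT cKit+ cells as in Cbfb::MYH11 tumors. These genes are part of the pattern itself, so reads from other marrow cells in the WT libraries, which the selection for cKit should have removed, and a loss of late myeloid genes in the tumors cannot be told apart. The mast cell and basophil list had a median log2 fold change of 3.93 in Cbfb::MYH11 tumors with 3 members higher and 2 lower by edgeR. Its camera call (adjusted p = 0.0032) is lost with an estimated correlation of genes (adjusted p = 0.21 from camera). The list's median log2 CPM was 7.64 and 8.56 in the Cbfb::MYH11 tumors and 4.54 and 4.36 in WT. For eosinophil genes it was −0.93 and −1.62 against 9.39 and 8.33, so the medians of these 2 lists did not move alike there. With members in both directions and the camera call lost, whether the mast cell list differs as a set stays open. Which cells its genes belong to stays open too. The label cKit+ is shared by the WT cells and Cbfb::MYH11 27, while tissue goes with condition, so tissue and translocation are not separated.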

How the results depend on the processing

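The tests on TPM and log2(TPM + 1), the ratio limits of 1.5 or 0.5 and of 1.3 or 0.77, leaving out MLL::AF9 2 and MLL::ENL NO together, and scaling without hemoglobin, neutrophil and eosinophil genes were chosen after seeing the data, as were the counts of expressed genes by TPM.

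No gene called against WT cKit+ cells was called in the opposite direction under the settings for which this was counted, which leave out the ratio limits and the equal-variance test on log2(TPM + 1). DESeq2 kept 1534 of 1550, 416 of 418 and 316 of 318 of the calls in Cbfb::MYH11, MLL::AF9 and MLL::ENL, and leaving out WT 1 kept 498 of 1550, 14 of 418 and 24 of 318. Over all settings, leading results were the same 397 times, moved 228 times and became stronger 1 time. A count was taken as the same within 1.5 times of its main value. A correlation or the share of the first component was, within the SD over the fits with 1 library left out. Gene list results were the same 2977 times, stronger 112, weaker 224 and reversed 2 times, and named genes the same 21015 times, stronger 1056, weaker 1537 and reversed 1 time. Of 325 calls of named genes, DESeq2 kept 317, no filter 264, leaving out WT 1 153 and leaving out Cbfb::MYH11 27 167. RLE factors, upper-quartile factors, robust estimation off, adjusted p with a 2-fold limit and scaling without hemoglobin, neutrophil and eosinophil genes left every leading result the same within these limits. Single calls still changed, since RLE factors kept 284 and upper-quartile factors 297 of the 318 calls in MLL::ENL.

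The counts of genes were 1550 in Cbfb::MYH11, 418 in MLL::AF9, 318 in MLL::ENL, 2 between the MLL models, 3817 between the MLL models and Cbfb::MYH11, 1926 in at least 1 model, and 203, 82, 69 and 49 shared by both MLL models, by Cbfb::MYH11 and MLL::AF9, by Cbfb::MYH11 and MLL::ENL and by all 3. DESeq2 moved them to 2859 for Cbfb::MYH11, 1988 for MLL::AF9, 1737 for MLL::ENL, 505 for MLL::AF9 against MLL::ENL, 4716 for at least 1 model, 1060 for both MLL models, 396 for Cbfb::MYH11 and MLL::AF9, 373 for Cbfb::MYH11 and MLL::ENL and 251 for all 3 models. Correlations were 0.653 for the MLL models, 0.324 for Cbfb::MYH11 and MLL::AF9 and 0.362 for Cbfb::MYH11 and MLL::ENL. In this setting 8 in MLL::AF9 and 3 in MLL::ENL passed of the 34 genes. It also called Etfb in MLL::AF9, at a log2 fold change of −0.85. Without a filter they moved to 501 for MLL::ENL, 53 for MLL::AF9 against MLL::ENL, 325 for both MLL models, 110 for Cbfb::MYH11 and MLL::ENL and 75 for all 3 models. Correlations were 0.650 for the MLL models, 0.347 for Cbfb::MYH11 and MLL::AF9 and 0.389 for Cbfb::MYH11 and MLL::ENL. In this setting 2 in MLL::AF9 passed of the 34 genes. With only the groups compared in the fit they were 2819 for Cbfb::MYH11, 131 for MLL::AF9, 654 for MLL::ENL, 0 for MLL::AF9 against MLL::ENL, 3210 for at least 1 model, 83 for both MLL models, 43 for Cbfb::MYH11 and MLL::AF9, 190 for Cbfb::MYH11 and MLL::ENL and 32 for all 3 models. Correlations were 0.805 for the MLL models. In this setting 4 in Cbfb::MYH11 passed of the 34 genes. By limma-trend on log2(FPKM + 1) they were 576 for MLL::ENL, 14 for MLL::AF9 against MLL::ENL, 344 for both MLL models, 159 for Cbfb::MYH11 and MLL::AF9, 174 for Cbfb::MYH11 and MLL::ENL and 132 for all 3 models. Correlations were 0.796 for the MLL models. In this setting 2 in MLL::AF9 and 0 in MLL::ENL passed of the 34 genes. On log2(FPKM + 0.1) they were 480 for MLL::ENL, 10 for MLL::AF9 against MLL::ENL, 126 for Cbfb::MYH11 and MLL::ENL and 84 for all 3 models. Correlations were 0.781 for the MLL models. In this setting 2 in MLL::AF9 and 0 in MLL::ENL passed of the 34 genes. Unadjusted p in edgeR with a 2-fold limit gave 3524 for Cbfb::MYH11, 2622 for MLL::AF9, 2491 for MLL::ENL, 1179 for MLL::AF9 against MLL::ENL, 5813 for at least 1 model, 1513 for both MLL models, 646 for Cbfb::MYH11 and MLL::AF9, 692 for Cbfb::MYH11 and MLL::ENL and 471 for all 3 models. In this setting 5 in Cbfb::MYH11, 5 in MLL::AF9 and 3 in MLL::ENL passed of the 34 genes. The equal-variance test on FPKM gave 2359 for Cbfb::MYH11, 1727 for MLL::AF9, 2129 for MLL::ENL, 515 for MLL::AF9 against MLL::ENL, 4636 for at least 1 model, 841 for both MLL models, 327 for Cbfb::MYH11 and MLL::AF9, 434 for Cbfb::MYH11 and MLL::ENL and 208 for all 3 models. Correlations were 0.694 for the MLL models. In this setting 4 in Cbfb::MYH11 and 2 in MLL::ENL passed of the 34 genes. On TPM it gave 1461 for MLL::AF9, 1933 for MLL::ENL, 521 for MLL::AF9 against MLL::ENL, 4452 for at least 1 model, 595 for both MLL models, 270 for Cbfb::MYH11 and MLL::AF9, 392 for Cbfb::MYH11 and MLL::ENL and 152 for all 3 models. In this setting 8 in Cbfb::MYH11 and 2 in MLL::AF9 passed of the 34 genes. Limma-trend on log2(TPM + 1) gave 26 for MLL::AF9 against MLL::ENL, 2247 for the MLL models against Cbfb::MYH11, 126 for Cbfb::MYH11 and MLL::ENL and 82 for all 3 models. Correlations were 0.791 for the MLL models. In this setting 2 in MLL::AF9 and 0 in MLL::ENL passed of the 34 genes. Leaving out MLL::AF9 2 and MLL::ENL NO together gave 2573 for Cbfb::MYH11, 860 for MLL::AF9, 974 for MLL::ENL, 7 for MLL::AF9 against MLL::ENL, 3335 for at least 1 model, 540 for both MLL models, 224 for Cbfb::MYH11 and MLL::AF9, 296 for Cbfb::MYH11 and MLL::ENL and 150 for all 3 models. Correlations were 0.794 for the MLL models. In this setting 2 in MLL::ENL passed of the 34 genes. With a ratio limit of 1.5 or 0.5 the equal-variance test gave 4785 for at least 1 model, 626 for both MLL models, 277 for Cbfb::MYH11 and MLL::AF9 and 416 for Cbfb::MYH11 and MLL::ENL on TPM. On FPKM it gave 5100 for at least 1 model, 889 for both MLL models, 347 for Cbfb::MYH11 and MLL::AF9 and 468 for Cbfb::MYH11 and MLL::ENL, and on log2(TPM + 1) 5262 for at least 1 model, 804 for both MLL models, 357 for Cbfb::MYH11 and MLL::AF9 and 471 for Cbfb::MYH11 and MLL::ENL. With a limit of 1.3 or 0.77 it gave 4898 for at least 1 model, 643 for both MLL models, 285 for Cbfb::MYH11 and MLL::AF9 and 430 for Cbfb::MYH11 and MLL::ENL on TPM. On FPKM this limit gave 5544 for at least 1 model, 966 for both MLL models, 384 for Cbfb::MYH11 and MLL::AF9 and 516 for Cbfb::MYH11 and MLL::ENL, and on log2(TPM + 1) 5376 for at least 1 model, 819 for both MLL models, 364 for Cbfb::MYH11 and MLL::AF9 and 484 for Cbfb::MYH11 and MLL::ENL. A 2-fold limit on log2(TPM + 1) gave 4961 for at least 1 model, 767 for both MLL models, 342 for Cbfb::MYH11 and MLL::AF9 and 438 for Cbfb::MYH11 and MLL::ENL. Over genes with a mean CPM of at least 10 alone, correlations were 0.803 for the MLL models, 0.0990 for Cbfb::MYH11 and MLL::AF9 and 0.146 for Cbfb::MYH11 and MLL::ENL. Unadjusted p and the lack of a filter change which genes are tested or called by their own construction, and for the other settings the cause was not tested.

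The median log2 fold change of all genes, near 0 by TMM, was 0.26, 0.25 and 0.28 on log2(FPKM + 1) and 0.53, 0.54 and 0.52 on log2(TPM + 1) in Cbfb::MYH11, MLL::AF9 and MLL::ENL, and 0.11 by DESeq2 in MLL::AF9. Expressed genes numbered 14920 with an FPKM of at least 1, 12123 with a count in every library, 13409 and 12109 with a mean TPM above 0.5 and 1, and 15316, 14439, 13413 and 12124 with a TPM above 0 in at least 7, 8, 9 and 10 libraries, fewer by construction. The first principal component held 56.5% of the variance over the 500 genes with the largest variance and 31.9% with each gene scaled to unit variance.

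With 1 library left out at a time, the counts ranged from 443 to 1956 in Cbfb::MYH11, 14 to 494 in MLL::AF9, 24 to 723 in MLL::ENL, 0 to 116 between the MLL models, 1452 to 3967 between the MLL models and Cbfb::MYH11 and 514 to 2514 in at least 1 model. Shared genes ranged from 12 to 310 for both MLL models, 5 to 103 for Cbfb::MYH11 and MLL::AF9, 7 to 153 for Cbfb::MYH11 and MLL::ENL and 5 to 77 for all 3. Correlations ranged from 0.657 to 0.800 for the MLL models, 0.185 to 0.391 for Cbfb::MYH11 and MLL::AF9 and 0.255 to 0.436 for Cbfb::MYH11 and MLL::ENL. The first component ranged from 31.6 to 46.6%, the excess of distances between the MLL models from 5.13 to 39.0 and expressed genes from 23310 to 23743. Log2 fold changes of Etfa ranged from −0.05 to 0.25 in Cbfb::MYH11, −0.52 to −0.17 in MLL::AF9 and −0.31 to −0.11 in MLL::ENL, and those of Etfb from −0.43 to −0.22, −1.02 to −0.77 and 0.01 to 0.21. Of the 34 genes 0 to 2 were called in Cbfb::MYH11, 0 to 2 in MLL::AF9 and 0 to 1 in MLL::ENL. Leaving out a library reduces the libraries by construction, and why some libraries matter more than others was not tested.

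Treml1 reversed between the MLL models and Cbfb::MYH11 without Cbfb::MYH11 30, to a log2 fold change of 2.17 that did not pass, against −6.90 without Cbfb::MYH11 27. Between MLL::AF9 and MLL::ENL, the erythroid list and the immediate early list reversed when MLL::AF9 2 and MLL::ENL NO were left out, with camera adjusted p = 0.40 and 0.42, and the cause was not tested. No paired analysis was possible because each mouse gave 1 library from 1 tissue. With 2 or 3 mice per group, most 2-fold changes stayed undetected in the simulated data. Genes near 0 counts in a group, such as Epx and Ear6, have folds without a lower bound at this depth.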

Differences from the paper's values

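The alternatives on TPM, the ratio limits of 1.5 or 0.5 and of 1.3 or 0.77, leaving out MLL::AF9 2 and MLL::ENL NO together, and scaling without hemoglobin, neutrophil and eosinophil genes were chosen after seeing the values. A value is treated as differing where it is more than 1.5 times above or below that of the paper. The paper's text states no thresholds for RNA, and its statistics section names an unpaired two-tailed test that assumes equal variance at p under 0.05 for all experiments.

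For genes changed against WT in at least 1 model, the paper's value is 3430 and edgeR gave 1926. Of 21 alternatives set before the data were examined, 4 came within 1.5 times of the paper's value, DESeq2 with 4716, only the groups compared with 3210, the equal-variance test on FPKM with 4636 and leaving out MLL::AF9 2 with 2514. Of those chosen after seeing the values, the equal-variance test gave 4452 on TPM with a 2-fold limit, 4785 and 4898 with ratio limits of 1.5 or 0.5 and of 1.3 or 0.77, 5100 on FPKM with the first of these limits and 4961 on log2(TPM + 1) with a 2-fold limit, and leaving out MLL::AF9 2 and MLL::ENL NO gave 3335.

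For genes higher in both MLL models, the paper's value is 149 and edgeR gave 45. Of 21 alternatives, 3 came within 1.5 times of the paper's value, no filter with 108, the equal-variance test on FPKM with 211 and leaving out MLL::AF9 2 with 116. Chosen after seeing the values, the equal-variance test on TPM gave 175 with a 2-fold limit, 206 with ratios of 1.5 or 0.5 and 212 with ratios of 1.3 or 0.77, and leaving out MLL::AF9 2 and MLL::ENL NO gave 200.

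The paper gives a pair of counts for genes shared by Cbfb::MYH11 with each MLL model and does not state which model each belongs to, so the larger and the smaller were compared. All shared counts compared here include genes called in all 3 models, and the paper does not state whether its own do. Leaving those out, edgeR gave 34 higher in both MLL models. With Cbfb::MYH11 it gave 16 and 5 higher and 17 and 15 lower. For the larger count of higher genes, the paper's value is 86 and edgeR gave 27. Of 21 alternatives only the equal-variance test on FPKM, with 77, came within 1.5 times of it. Chosen after seeing the values, the same test gave 119 on TPM with a 2-fold limit and 111 and 125 on FPKM with ratios of 1.5 or 0.5 and of 1.3 or 0.77, and leaving out MLL::AF9 2 and MLL::ENL NO gave 71. For the smaller count of higher genes, the paper's value is 46 and edgeR gave 16. Of 21 alternatives 2 came within 1.5 times of it, no filter with 35 and leaving out MLL::AF9 2 with 37, and leaving out MLL::AF9 2 and MLL::ENL NO, chosen after seeing the values, gave 68. For the smaller count of lower genes, the paper's value is 32 and edgeR gave 53. Of 21 alternatives 6 came within 1.5 times of it, RLE factors with 45, only the groups compared with 37, and leaving out MLL::AF9 47 with 29, MLL::AF9 42 with 28, MLL::ENL NO with 36 or MLL::ENL RL with 22. Scaling without hemoglobin, neutrophil and eosinophil genes, chosen after seeing the values, gave 48. Which genes the paper called was not compared.

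No setting above stands for the paper's method, which its text does not give for RNA. The RNA values of Supplementary Table 2, all 96 of them for 32 genes, matched the ratio of mean TPM to within 0.0051.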

Other observations

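The tests on lymphoid genes and on the 34 genes without the most abundant transcripts are described here, and of these only the tests on lymphoid genes and the values of the 34 genes by model were chosen after the result was seen.

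No gene in the lists of red pulp macrophages and of splenic stroma was higher in a tumor model than in WT cKit+ cells by edgeR. C1qc, of complement and red pulp macrophages, was lower in the MLL tumors than in Cbfb::MYH11 tumors, with a log2 fold change of −3.38 (standard error 0.58, adjusted p = 0.0028 from edgeR). Of 10 red pulp macrophage genes, this comparison had 1 higher and 6 lower (1 higher and 6 lower when adjusted over the list alone), or 0 without Cbfb::MYH11 30 or Cbfb::MYH11 27 for higher, or 1 without Cbfb::MYH11 27, and 3 without Cbfb::MYH11 30 for lower. MLL::AF9 tumors had 1 lower (0 higher and 8 lower when adjusted over the list alone), or 0 without any library but MLL::AF9 47, MLL::ENL NO, MLL::ENL RL and MLL::ENL L, 2 without MLL::ENL NO, and 3 without MLL::ENL L, against WT cKit+ cells. MLL::ENL tumors had 3 lower (0 higher and 7 lower when adjusted over the list alone), or 0 without any library but MLL::AF9 2, MLL::AF9 47, MLL::AF9 42 and MLL::ENL L, and 5 without MLL::AF9 2, MLL::AF9 47 or MLL::ENL L. In Cbfb::MYH11 tumors none passed (3 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma, and 0 higher and 0 lower when adjusted over the list alone). Cxcl12, the chemokine with which stroma retains stem cells, was lower in the MLL tumors, with a log2 fold change of −6.58 (standard error 0.94, adjusted p = 0.012 from edgeR) in MLL::AF9, a call lost without WT 1 (adjusted p 0.096). In MLL::ENL it had one of −5.28 (standard error 0.88, adjusted p = 0.022) from edgeR, a call lost without WT 1, WT 2 or MLL::ENL L (adjusted p 0.065 to 0.17). Against Cbfb::MYH11 tumors it had a log2 fold change of −6.09 (standard error 0.69, adjusted p = 3.1e-04 from edgeR). Of 9 genes of stroma and endothelium, MLL::AF9 tumors had 3 lower (0 higher and 5 lower when adjusted over the list alone), or 0 without WT 1, and 1 without WT 2, Cbfb::MYH11 30, Cbfb::MYH11 27, MLL::AF9 2 or MLL::AF9 42. For MLL::ENL the list had 1 lower (0 higher and 6 lower when adjusted over the list alone), or 0 without WT 1, WT 2 or MLL::ENL L. Against Cbfb::MYH11 it had 1 higher and 2 lower (1 higher and 2 lower when adjusted over the list alone), or 0 without Cbfb::MYH11 30 or Cbfb::MYH11 27, and 2 without MLL::ENL NO for higher, and in Cbfb::MYH11 tumors none passed (4 at unadjusted p under 0.05, 4 by DESeq2 and 1 by limma, and 0 higher and 0 lower when adjusted over the list alone). Pf4, a chemokine of platelets, was lower in MLL::ENL tumors, with a log2 fold change of −8.75 (standard error 1.75, adjusted p = 0.042 from edgeR), a call lost without any library but MLL::AF9 2, MLL::AF9 47 and MLL::AF9 42 (adjusted p 0.068 to 0.23). It was the only one of 8 megakaryocyte genes that passed there (4 lower when adjusted over the list alone). Those genes had 2 lower (0 higher and 2 lower when adjusted over the list alone), or 0 without Cbfb::MYH11 30, and 1 without WT 1, WT 2, Cbfb::MYH11 27, MLL::ENL RL or MLL::ENL L, between the MLL and Cbfb::MYH11 tumors. In Cbfb::MYH11 none passed (4 at unadjusted p under 0.05, 3 by DESeq2 and 2 by limma, and 0 higher and 0 lower when adjusted over the list alone), and in MLL::AF9 none passed (7 at unadjusted p under 0.05, 3 by DESeq2 and 2 by limma, and 0 higher and 6 lower when adjusted over the list alone). Camera placed the red pulp macrophage list below the other genes in MLL::AF9 (adjusted p = 5.1e-06, up to 5.2e-05 over its alternatives) and MLL::ENL (adjusted p = 9.5e-08, up to 1.1e-05 over its alternatives). The red pulp macrophage list lost these calls with an estimated correlation between genes (adjusted p = 0.21 and 0.10 from camera). Camera placed the stroma list below the other genes in MLL::AF9 (adjusted p = 1.1e-04, up to 0.0076 over its alternatives) and MLL::ENL (adjusted p = 5.2e-04, up to 0.010 over its alternatives). The stroma list lost these calls with an estimated correlation between genes (adjusted p = 0.21 and 0.22 from camera). Camera placed the megakaryocyte list below the other genes in Cbfb::MYH11 (adjusted p = 0.042, up to 0.16 over its alternatives), MLL::AF9 (adjusted p = 3.6e-05, up to 4.2e-04 over its alternatives) and MLL::ENL (adjusted p = 2.0e-04, up to 0.0017 over its alternatives). The megakaryocyte list lost these calls with an estimated correlation between genes (adjusted p = 0.66, 0.37 and 0.44 from camera). Between the MLL and Cbfb::MYH11 tumors, camera placed below the other genes red pulp macrophage genes (adjusted p = 0.0068, up to 0.019 over its alternatives), a call lost with an estimated correlation (adjusted p 0.66).

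Zfp36, which degrades cytokine transcripts and is induced by handling of cells, was higher in the MLL tumors than in Cbfb::MYH11 tumors, with a log2 fold change of 4.04 (standard error 0.54, adjusted p = 7.1e-04 from edgeR). It was lower in Cbfb::MYH11 tumors than in WT cKit+ cells, with one of −3.34 (standard error 0.55, adjusted p = 0.0060) from edgeR, a call lost without Cbfb::MYH11 27 (adjusted p 0.065). Of 14 immediate early and heat shock genes, the MLL tumors had 8 higher (9 higher and 0 lower when adjusted over the list alone), or 1 without Cbfb::MYH11 27, and 2 without Cbfb::MYH11 30, against Cbfb::MYH11. None passed against WT in MLL::AF9 (7 at unadjusted p under 0.05, 6 by DESeq2 and 0 by limma) or MLL::ENL tumors (2 at unadjusted p under 0.05, 1 by DESeq2 and 1 by limma). Bcl11b, a transcription factor of T cells, was higher in MLL::AF9 tumors, with a log2 fold change of 6.20 (standard error 1.05, adjusted p = 0.023 from edgeR), a call lost without WT 1 or WT 2 (adjusted p 0.10 to 0.22). Of 13 T cell genes it alone passed there, and in Cbfb::MYH11 (2 at unadjusted p under 0.05, 3 by DESeq2 and 0 by limma) and MLL::ENL tumors (2 at unadjusted p under 0.05, 2 by DESeq2 and 0 by limma) none did. Among 8 NK cell genes none passed by edgeR in Cbfb::MYH11 (6 at unadjusted p under 0.05, 5 by DESeq2 and 0 by limma), MLL::AF9 (0 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma) or MLL::ENL tumors (1 at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma). Itgax, an integrin of dendritic cells, was higher in MLL::AF9 tumors, with a log2 fold change of 2.65 (standard error 0.56, adjusted p = 0.042 from edgeR), a call lost without any library but MLL::ENL NO, MLL::ENL RL and MLL::ENL L (adjusted p 0.051 to 0.35). Replication-dependent histone genes, 65 in all, had 2 lower (0 higher and 0 lower when adjusted over the list alone), or 0 without any library but MLL::AF9 2, MLL::AF9 47, MLL::ENL NO and MLL::ENL RL, and 1 without MLL::AF9 47 or MLL::ENL RL, in Cbfb::MYH11 tumors. Camera placed the immediate early list above the other genes in MLL::AF9 (adjusted p = 1.6e-04, up to 0.0061 over its alternatives) and MLL::ENL (adjusted p = 0.032, up to 0.20 over its alternatives). The immediate early list lost these calls with an estimated correlation between genes (adjusted p = 0.41 and 0.62 from camera). Camera placed the T cell list below the other genes in Cbfb::MYH11 (adjusted p = 0.045, up to 0.15 over its alternatives). The T cell list lost this call with an estimated correlation between genes (adjusted p = 0.72 from camera). Camera placed the NK cell list below the other genes in Cbfb::MYH11 (adjusted p = 0.041, up to 0.045 over its alternatives) and MLL::ENL (adjusted p = 0.011, up to 0.045 over its alternatives). The NK cell list lost these calls with an estimated correlation between genes (adjusted p = 0.66 and 0.62 from camera). Camera placed the dendritic and MHC class II list below the other genes in MLL::ENL (adjusted p = 0.0023, up to 0.0093 over its alternatives). The dendritic and MHC class II list lost this call with an estimated correlation between genes (adjusted p = 0.48 from camera). Camera placed the histone list below the other genes in Cbfb::MYH11 (adjusted p = 0.049, up to 0.17 over its alternatives). The histone list lost this call with an estimated correlation between genes (adjusted p = 0.80 from camera). In the MLL against the Cbfb::MYH11 tumors, camera placed above the other genes immediate early (adjusted p = 0.0010, up to 0.0024 over its alternatives), histone (adjusted p = 0.017, up to 0.085 over its alternatives) and T cell genes (adjusted p = 0.035, up to 0.17 over its alternatives), all lost with an estimated correlation (adjusted p 0.66 to 0.71).

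Mllt3, the locus of AF9, was lower in the MLL tumors than in Cbfb::MYH11 tumors, with a log2 fold change of −3.03 (standard error 0.68, adjusted p = 0.0098 from edgeR), a call lost without Cbfb::MYH11 27 (adjusted p 0.11). Kmt2a, the locus of MLL, was higher in Cbfb::MYH11 tumors than in WT cKit+ cells, with a log2 fold change of 2.11 (standard error 0.56, adjusted p = 0.043 from edgeR), a call lost without any library but Cbfb::MYH11 27, MLL::AF9 2 and MLL::AF9 47 (adjusted p 0.051 to 0.33). Short reads counted per gene do not separate fusion from normal transcripts. Sf3b1 and U2af1, splicing factors, had log2 fold changes of 0.12, 0.57 and 0.44 and of −0.52, −0.74 and −0.52 in Cbfb::MYH11, MLL::AF9 and MLL::ENL, none of which passed by edgeR.

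Xist, which females express, and 4 genes of the Y chromosome were set beside the sex labels. The library named MLL::AF9 47, labelled female, had 2474 counts on the Y genes and 5 of Xist, and MLL::AF9 42, labelled male, had 0 and 3475. The deposited tables of these libraries carry each other's number, and by those numbers counts and labels match. MLL::ENL NO and MLL::ENL RL, labelled female, had 1883 and 2997 counts on the Y genes. MLL::ENL L, without a sex label, had 2319. The paper made MLL::ENL tumors from transduced cells transplanted into irradiated mice. The labels do not state whether they give the sex of the donor or of the recipient. The WT and Cbfb::MYH11 libraries had at most 3 counts on the Y genes, and every MLL library but MLL::AF9 42 had at least 1766. By these counts sex nearly goes with the MLL models, and it was not modelled here.

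Meis1, a partner of Hoxa9, was above every WT library in all 6 MLL tumors, and its log2 fold changes of 3.65 and 3.63 did not pass (adjusted p = 0.097 and 0.11 from edgeR). MLL::AF9 2, at 7.92 CPM, had the lowest level of the 6, and MLL::AF9 47, at 96.6 CPM, the highest.

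Lymphoid transcripts stood out in MLL::AF9 2. The median B cell gene was 6.13 times and the median T cell gene 16.1 times as high there as the mean of the other MLL::AF9 libraries, and 8 of 12 B cell and 12 of 13 T cell genes were above 2-fold. Cd74, Igkc and Trbc2 were 4.20, 6.51 and 23.0 times as high, which reads from splenic lymphocytes could give, although by its label this library was selected by Mac1, Gr1 and cKit, which lymphocytes mostly lack. Ighm, the abundant heavy chain of B cells, was 1.04 times as high, because MLL::AF9 42 also had 5115 CPM, so the tables cannot decide. No biological explanation was tested.

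The 34 genes of Supplementary Table 2 had a median log2 ratio of mean TPM of 0.66 over the 3 models, which fell by 56.0% to 0.29 when the 10 most abundant genes of each library were left out of its total. The fall was 42.5%, 77.4% and 63.9% in Cbfb::MYH11, MLL::AF9 and MLL::ENL, so a few abundant transcripts of the WT libraries could give part of the ratios. The median of all tested genes fell as well, from 0.695 to 0.345. Leaving out those genes rescales each library as a whole, so the fall follows from their shares and shows nothing particular to the 34 genes. The median of the 34 genes differed from that of all tested genes by −0.0371 on average, but by 0.35 in Cbfb::MYH11, −0.33 in MLL::AF9 and −0.13 in MLL::ENL, so this mean over both directions decides nothing. Whether the 34 genes have a shift of their own stays open. Protein levels were not analysed here.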
